# Fucoidans are senotherapeutics that enhance SIRT6-dependent DNA repair

**DOI:** 10.21203/rs.3.rs-6613032/v1

**Published:** 2025-06-06

**Authors:** Paul Robbins, Lei Zhang, Osama Elsallabi, Carolina Soto-Palma, Josh Bartz, Rahagir Salekeen, Allancer Nunes, Wandi Xu, Kyooa Lee, Brian Hughes, Borui Zhang, Abdalla Mohamed, Sara McGowan, Luise Angelini, Ryan O’Kelly, Seyed Ali Biashad, Eric Hillpot, Francesco Morandini, Andrei Seluanov, Vera Gorbunova, Xiao Dong, Laura Niedernhofer

**Keywords:** fucoidan, senescence, senotherapeutic, senomorphic, senolytic, SIRT6, DNA repair, aging, healthspan, NHEJ, seaweed

## Abstract

Aging is marked by the accumulation of senescent cells (SnCs), which contribute to tissue dysfunction and age-related diseases. Senotherapeutics, including senolytics which specifically induce lysis of SnCs and senomorphics, which suppress the senescence phenotype, represent promising therapeutic interventions for mitigating age-related pathologies and extending healthspan. Using a phenotypic-based senescent cell screening assay, we identified fucoidans, a class of sulfated polysaccharides derived from brown algae and seaweed, as novel senotherapeutics. In particular, fucoidan from *Fucus vesiculosus* (Fucoidan-FV) displayed potent senomorphic activity in different types of SnCs, reduced senescence in multiple tissues in aged mice, and extended healthspan in a mouse model of accelerated aging. Fucoidan-FV also enhanced the deacetylation and mono-ADP-ribosylation (mADPr) activity of SIRT6 and improved DNA repair and reduced senescence, in part, through SIRT6-dependent pathways. In addition, Fucoidan-FV downregulated genes associated with inflammation, Wnt signaling, and ECM remodeling pathways in SnCs and increased expression of genes involved with DNA repair. These findings support the translational potential of fucoidans as novel senotherapeutics that also are able to improve SIRT6-mediated DNA repair.

## INTRODUCTION

Aging is characterized by a progressive decline in physiological functions and overall fitness, driven by diverse mechanisms that result in accumulated cellular damage and impaired tissues homeostasis.^1-3^ One of the key hallmarks in this decline is cellular senescence, a state of cell cycle arrest triggered by external and internal stressors, such as DNA damage, oxidative stress, telomere shortening, or activation of oncogenes.^4,5^ These types of chronic stress result in the increased expression of cyclin-dependent kinase inhibitors, such as p16^INK4a^ and p21^Cip1^, which activate the retinoblastoma (pRB) and p53 pathways to halt cell proliferation. A common marker of senescent cells (SnCs) is senescence-associated β-galactosidase (SA-β-gal) activity.^6^ SnCs also develop a distinctive senescence-associated secretory phenotype (SASP), characterized by the secretion of pro-inflammatory cytokines, chemokines, metabolites, extracellular vesicles, and other factors that promote tissue remodeling and immune cell recruitment.^7^ While SASP components can support beneficial processes like wound healing, their chronic presence leads to sustained inflammation, impaired tissue regeneration, and functional decline. As SnCs accumulate with age, their SASP contributes to driving aging and the progression of numerous age-related diseases, including osteoarthritis, fibrosis, diabetes, cancer, and cardiovascular diseases.^8-10^

Numerous animal studies have demonstrated that reducing the SnC burden can improve physical function, reduce inflammation, and extend healthspan in animal models.^11-15^ Pharmacologic interventions targeting SnCs, termed senotherapeutics, have emerged as an effective approach to alleviate age-related pathology and extend healthspan, at least in animal models.^16,17^ Senotherapeutics can be broadly categorized as senolytics, which selectively eliminate SnCs, and senomorphics, which suppress the senescence phenotype, in particular the SASP, without killing SnCs.^18,19^ The discovery of natural compounds with senotherapeutic properties is particularly appealing due to their typically lower side effects and higher translational potential as safe interventions in aging.^20,21^

Fucoidans are a natural complex class of sulfated polysaccharides derived primarily from brown algae and seaweed. Structurally, fucoidans are unique in that they contain sulfate esters linked to specific carbon atoms on the (1→3) or alternating (1→3) and (1→4)-linked α-L-fucopyranose repeating units. Fucoidans have been found to exhibit a wide range of biological activities, functioning as anticoagulants, antioxidants, antiinflammatories, antivirals, and with anti-cancer properties.^22-27^ Due to these diverse bioactivities, fucoidans have gained interest in the pharmaceutical, dietary supplement, and cosmetic industries as valuable natural compounds. However, whether the observed biological activities of fucoidans are mediated, in part, through a senotherapeutic activity is unknown. Here we screened a small library of fucoidans derived from various species of brown seaweed for senotherapeutic effect in several different types of SnCs. Although all fucoidans had some serotherapeutic activity, fucoidan derived from *Fucus vesiculosus* (Fucoidan-FV) emerged as the most potent senomorphic agent capable of reducing markers of tissue senescence and extending healthspan in mice whereas fucoidan from *Macrocystis pyrifera* (Fucoidan-MP) had senolytic activity. Interestingly, we and the accompanying paper by Biashad *et al,* showed that Fucoidan-FV also was the most effective fucoidan at stimulating the mono-ADP-ribosylation (mADPr) activity of SIRT6. We also demonstrate that Fucoidan-FV enhanced DNA repair, in part, in a SIRT6-dependent manner, reduced SASP expression and modulated multiple signaling pathways associated with cell cycle progression, canonical Wnt signaling, ECM remodeling, cell death regulation and DNA repair. Given the ability of Fucoidan-FV to also extend median lifespan in male mice, reduce frailty and epigenetic age in both sexes and repress expression of LINE1 elements, which requires the mADPr activity of SIRT6, taken together, these results strongly support the translational use of fucoidans to extend healthspan.

## RESULTS

### Phenotypic senescent cell-based screening identified senotherapeutic activity of Fucoidans

Fucoidans are complex, heterogeneous polysaccharides whose bioactivities vary significantly depending on differences in molecular structure including molecular weight, sulfation degree, and sugar composition. Their structural variations are influenced by multiple factors, such as seaweed species, geographic origin, harvesting season, harvest location, and extraction method.^28-30^ To capture their diversity in structures and bioactivities, we compiled a small library of fucoidans derived from diverse sources of brown seaweed that were commercially available.

To evaluate the senotherapeutic potential of fucoidans, we conducted a screen based on the phenotypic SA-β-gal activity of SnCs. Initially, primary *Ercc1*^−/−^ mouse embryonic fibroblasts (MEFs) were used as the SnCs model. These MEFs are highly susceptible to senescence under oxidative stress due to their deficiency in ERCC1, a component of the heterodimeric 3’ endonuclease with XPF involved in multiple types of DNA repair.^31^ This sensitivity makes *Ercc1*^−/−^ MEFs an ideal model for studying senescence-related cellular responses under stress conditions including oxidative stress induced by passage at 20% O_2_.^9,16,32^ Wild-type (WT) MEFs, which retain normal proliferative and DNA repair capacities, were used as non-senescent controls (NSnCs). Each type of fucoidan was tested in both *Ercc1*^−/−^ and WT MEFs over a 48-hour treatment period. A fluorogenic dye C_12_FDG then was used to stain for the SA-β-gal activity.^6,33^ Senescence levels were quantified based on the percentage of C_12_FDG-positive cells in each sample (Fig. 1A) using a high content fluorescent imager.

To distinguish between senolytic and senomorphic effects, we determined the effective concentration (EC_50_) for each fucoidan for both the number of C_12_FDG-positive *Ercc1*^−/−^ MEFs and the total cell number. Compounds that reduced both the total cell population and C_12_FDG-positive cells were classified as potential senolytics, while those that reduced C_12_FDG-positive cells without affecting total cell count were categorized as senomorphics. The selectivity index (SI), calculated as the EC_50_ ratio between NSnCs and SnCs, provided a metric to assess the selectivity of the compounds.

All of the tested fucoidan variants exhibited ability to reduce the number of SA-βgal + cells, consistent with senotherapeutic activity, though their potency and selectivity varied (Fig. 1B). Notably, fucoidan from *Fucus vesiculosus* (Fucoidan-FV) displayed the strongest senomorphic effect, effectively reducing the percent of SA-β-gal + cells associated with the senescent phenotype without inducing cell death. In contrast, fucoidan from *Macrocystis pyrifera* (Fucoidan-MP) showed a pronounced senolytic effect, significantly reducing the senescent cell population by inducing SnC death specifically (Fig. 1C-E). These results suggest that fucoidans from different sources exhibit distinct senotherapeutic activities, similar to their diverse bioactivities previously observed.

To further confirm the senotherapeutic activities, we extended our analysis to additional cell types and inducers of senescence. These included WT MEF cells induced to senescence through oxidative stress (H_2_O_2_) and genotoxic stress (etoposide), human IMR90 fibroblast cells exposed to genotoxic agent etoposide, and replicative senescent human umbilical vein endothelial cells (HUVECs) induced through repeated passaging. Across these diverse senescent cell models, Fucoidan-FV consistently demonstrated the strongest senomorphic effect by reducing the number of C_12_FDG-positive cells (**Fig. S1**), whereas Fucoidan-MP displayed senolytic activity by eliminating SnCs specifically (**Fig. S2**). Based on these results, we selected the senomorphic Fucoidan-FV and the senolytic Fucoidan-MP for testing *in vivo*.

### Senotherapeutic effects in naturally aged mice

To evaluate the senotherapeutic effects of Fucoidan-FV and Fucoidan-MP *in vivo,* we administered these compounds by oral gavage to naturally aged female WT C57BL/6 mice (32 months old). The mice received daily doses of either 1 g/kg of Fucoidan-FV or 500 mg/kg of Fucoidan-MP for five consecutive days. Two days after the last dose, tissues were collected for analysis (Fig. 2A and 2E). Molecular analysis demonstrated that both fucoidans reduced markers of cellular senescence and SASP in multiple tissues (Fig. 2B and 2F), with particularly effects in the kidney (Fig. 2C) and lung, tissues known to accumulate high levels of SnCs with aging. Additionally, both fucoidan treatments reduced SASP markers in quadriceps muscles, such as genes encoding TNF-α, IL-6, IL-1β, CXCL1, and MCP1 (Fig. 2B, 2F, and S3). Notably, Fucoidan-FV treatment also led to a significant reduction in p21^Cip1^-positive γδ T cells in the spleen (Fig. 2D), a distinct subset of T lymphocytes involved in tissue homeostasis, immune surveillance, and early stress responses. Tissue-resident γδ T cells accumulate with age, particularly in visceral adipose tissue, where they contribute to chronic low-grade inflammation and metabolic dysfunction.^34^ This observed reduction of senescent γδ T cells suggests a potential senotherapeutic effect of fucoidan on specific immune cell populations in aged mice. Overall, Fucoidan-FV demonstrated greater senotherapeutic effects than Fucoidan-MP in these naturally aged mice, at least at the dosing regimen used.

### Fucoidan-FV extends healthspan in progeroid mice

We then tested the ability of Fucoidan-FV to extend healthspan in the *Ercc1*^−/Δ^ progeria mouse model of accelerated senescence and aging.^35^ The *Ercc1*^−/Δ^ mice have reduced ERCC1 expression and thus higher sensitivity to DNA damage, increased accumulation of SnCs, premature aging phenotypes, and 6 fold shorter lifespan.^31^ Fucoidan-FV was incorporated into the diet at a concentration of 5% and administered ad libitum to male and female *Ercc1*^−/Δ^ mice over a six week period starting from 10 weeks of age (Fig. 3A). Weekly health assessments were conducted to monitor age-related symptoms, including tremor, kyphosis, dystonia, ataxia, gait disorder, hindlimb paralysis, and forelimb grip strength. Fucoidan-FV effectively reduced the composite score of aging symptoms, particularly during weeks 11 to 12 (Fig. 3B), an age where many aging symptoms first appear. Further analysis using RT-qPCR revealed a notable reduction in senescence markers and SASP factors, especially in the kidney and lung tissues (Fig. 3C and 3D). In contrast, the effects of Fucoidan-FV on tissue senescence were less pronounced in the brain and liver (Fig. 2B, 2F, and 3C). Together, these results confirm that Fucoidan-FV exhibits promising senotherapeutic effects in mouse models of natural and accelerated aging.

### Fucoidan treatment results in transcriptomic downregulation of SASP genes and increased expression of DNA repair processes

In order to elucidate potential molecular mechanisms underlying the observed senotherapeutic properties of Fucoidan, bulk RNA sequencing (RNA-Seq) was performed on non-senescent (control) and senescent MEFs treated with Fucoidan-FV. 

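MEFs are fibroblasts grown from mouse embryos, and Fucoidan-FV is a sulfated polysaccharide of the brown alga Fucus vesiculosus. Etoposide, which was used at 2 μM, is a topoisomerase inhibitor that breaks DNA. The RNA-Seq comprised 4 groups: control MEFs, untreated senescent MEFs, and senescent MEFs given Fucoidan-FV at 100 μg/mL or 300 μg/mL, with RNA extracted after 12 h of treatment. The sample labels number the mice 4, 5 and 6 in every group. Control mouse 5 has a pair of libraries, labelled 5(1) and 5(2), so the 13 libraries cover 3 mice in each of the 4 groups. The paper gives 3 biological replicates per group. The authors aligned the reads to the mouse genome GRCm39 with STAR and estimated the count of each gene with RSEM, which divides a read that matches several transcripts among them. The values they deposited are these expected counts, without normalization, for 57010 genes, of which 27297 had a count above 0 in at least 1 library. The libraries were made with a stranded kit, and the paper's text does not name the strand setting of the counting.
The total count was 23764382 for control mouse 6, 24315207 for control mouse 4, and 30522680 and 24493803 for libraries 5(1) and 5(2) of control mouse 5, a median of 24404505. Untreated senescent MEFs had totals of 25605552 to 31278741 (median 30820382). With 100 μg/mL Fucoidan-FV the totals were 22782505 to 29073859 (median 27806995), and with 300 μg/mL 23335274 to 26868420 (median 25789018). The 10 genes with the highest counts took between 8.08% and 9.94% of a library.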

WT MEFs were treated with etoposide to induce senescence or vehicle to act as a control. The etoposide induced SnCs were then treated with Fucoidan-FV at 100 μg/mL or 300 μg/mL doses and subjected to bulk RNA-Seq analysis. 

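To test for differences, the expected counts were rounded to whole numbers and both libraries of control mouse 5 were summed to 1 sample. These libraries differed by more than the sampling noise, with a chi-square of 159 per gene between them and of 58.2 to 170 between the other pairs of control libraries. Genes with too few counts were left out with edgeR's filterByExpr, which kept 15034 genes. Counts were scaled by TMM factors and tested with edgeR's quasi-likelihood test over all 4 groups, with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the Methods. Unless another test is named, the fold changes, standard errors (SE) and adjusted p given for this RNA-Seq come from that test, and levels are counts scaled by library size and TMM factor (CPM), as mean ± SD over 3 mice. In simulated counts with 200 of 14310 genes changed between the group at 100 μg/mL Fucoidan-FV and untreated senescent MEFs, 145 of the changed genes (72.5%) and 5 others were called DEGs. The simulated changes all lay well above the fold change threshold and left out genes of low level. How many smaller changes are found was not tested.
The libraries differed in how many reads were counted on genes whose sequence occurs in a single transcript. Over 603 genes with more than 95% such sequence, the median log2 difference of library 5(2) from library 5(1) of the same control mouse was 2.36, and over 5347 genes with less than 50% such sequence it was −0.24. The median deviation of the first kind of gene from its mean over the 13 libraries ran from −1.51 in control mouse 6 to 1.11 in mouse 5 at 100 μg/mL Fucoidan-FV. Genes named at the individual results that consist wholly of such sequence are pointed out there. Of the 77 genes named or labelled, 8 share more than 20% of their exonic bases with a gene on the opposite strand (Aurka, Bora, Cxcl5, Gm50394, Phlda1, Rfc5, Rnaseh2a and Tuba4a), whose reads the counting could have divided between both genes.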

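Of the 15034 genes tested, 1266 were DEGs between untreated senescent and control MEFs, 672 of them higher and 594 lower in senescent MEFs. The direction was the same in all 3 mice for 1240 of these DEGs. The values of the 2 groups did not overlap for 27.1% of the tested genes, where chance gives 10% for 3 samples against 3. Of the alternatives, fitting only the 2 groups compared moved the count most, to 699 DEGs (249 higher, 450 lower). The largest increases among DEGs were those of Snhg11, at least 159-fold higher with 418 counts in senescent MEFs and 0 in control MEFs, Elobl (at least 75.7-fold) and Wdr72 (at least 65-fold). Exo1 (34.7-fold lower, counting interval 22.7 to 55.6) and Kif24 (28-fold lower, 17.3 to 48.4) were among the largest decreases, as was Gm49527 (at least 59.9-fold lower), of whose sequence 14.3% occurs in no other gene. Kif24 (adjusted p = 0.019) was no longer a DEG without control mouse 6 (adjusted p = 0.0632) or senescent mouse 5 (adjusted p = 0.0731), and the adjusted p of Gm49527 ran from 0.000104 to 0.0925 over the alternatives.
Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm39, 29309936 to 29319701) rose from 468 ± 83.2 CPM in control MEFs to 1650 ± 187 CPM in senescent MEFs. Its log2 fold change was 1.82 (SE 0.18, adjusted p = 6.8e-05), between 1.67 and 1.92 with each mouse left out in turn. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89192708 to 89212890) rose from 45.2 ± 8.41 CPM to 248 ± 89.3 CPM, a log2 fold change of 2.46 (SE 0.25, adjusted p = 7.24e-05) that stayed between 2.13 and 2.62. Both genes were higher in 3 of 3 mice.
Of the 27 SASP genes labelled in Fig. 4A, 23 were higher and 4 lower in senescent MEFs, and 11 were DEGs that rose. Mmp9 was the DEG that fell, with a log2 fold change of −3.22 (SE 0.77, adjusted p = 0.0161; 0.0875 without control mouse 6 and 0.0794 without senescent mouse 4). Without senescent mouse 4, 7 of the 27 genes were DEGs, all of which rose. With p adjusted over the list alone, 14 of the 27 genes were higher and 2 lower, which is not independent evidence where the study chose the genes on these samples. Serpine2 rose from 41.5 ± 7.88 CPM to 310 ± 40.9 CPM (log2 fold change 2.9, SE 0.2, adjusted p = 7.59e-06). Igfbp3 rose from 1.44 ± 0.423 CPM to 20.2 ± 1.62 CPM (log2 fold change 3.8, SE 0.4, adjusted p = 8.18e-05).
The SenMayo panel was tested as a list of 118 mouse genes written out for this purpose and not compared with the published panel, of which 88 were tested. In senescent MEFs 61 of these were higher and 27 lower, and 14 were DEGs that rose and 2 DEGs that fell (22 and 7 with p adjusted over the list alone). The median log2 fold change of the list was 0.53 (0.52, 0.18 and 1.01 in mice 4, 5 and 6), with an adjusted p of 0.00111 in limma's camera test over 20 gene sets and of 0.068 when camera estimated the correlation between genes (2.09e-05 to 0.068 over the alternatives).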

The RNA-seq data confirmed that the SnCs indeed have a senescent transcriptome (**Fig. S4A**) with significant upregulation of CDKN1A and CDKN2A (**Fig. S4B**) as well as a variety of SASP factors found in the SenMayo gene panel^36^ (Fig. 4A and S4C). 

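Compared with untreated senescent MEFs, 405 genes were DEGs at 100 μg/mL Fucoidan-FV, 165 higher and 240 lower, and 246 genes were DEGs at 300 μg/mL, 113 higher and 133 lower. In both comparisons all of these DEGs changed in the same direction in 3 of 3 mice. The values of treated and untreated MEFs did not overlap for 26.2% of the tested genes at 100 μg/mL and for 19.6% at 300 μg/mL. With DESeq2, the tool the Methods name, there were 835 DEGs at 100 μg/mL (528 higher, 307 lower) and 641 at 300 μg/mL (360 higher, 281 lower). The share of DEGs that were higher at 100 μg/mL was 40.7% with TMM factors, 54.2% with RLE factors (174 higher, 147 lower), 63.2% with DESeq2, and 66.8% with TMM factors and no filter beyond 1 count (534 higher, 266 lower). The share at 300 μg/mL was 45.9% with TMM factors and 56.2% with DESeq2. Leaving out 1 mouse gave 136 to 365 DEGs at 100 μg/mL, the fewest without mouse 4 of the treated group, and 46 to 220 at 300 μg/mL, the fewest without mouse 6 of the treated group.
The comparisons shared 217 DEGs, all with the same direction at both doses. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a correlation of 0.8, and 20 simulated datasets with no treatment effect and the same senescent libraries gave a mean of 0.5 (0.47 to 0.53). The simulated counts start from group means and leave out shifts of single libraries, so their range may be too narrow. Between the doses 1 gene was a DEG and 94 genes had an unadjusted p under 0.05. That gene, Pif1, was looked up after its value was seen. It had 76 counts at 100 μg/mL and 0 at 300 μg/mL, at least 22.7-fold lower (adjusted p = 0.0399), and it was no longer a DEG with the mouse as a block in the fit, which left 0 DEGs. Against control MEFs there were 2955 DEGs at 100 μg/mL and 2704 at 300 μg/mL.
The largest increases at 100 μg/mL were those of Necab1 (at least 79.5-fold), Bmp3 (at least 60.3-fold) and Fmo1 (156-fold from 1 count to 162, counting interval 27.6 to 6190). The adjusted p of Necab1 was 0.0455, and 0.058 with the mouse as a block (3.26e-06 to 0.135 over the alternatives). That of Fmo1 was 0.0315, and 0.0534 with the mouse as a block (0.000324 to 0.0973 over the alternatives). Neither gene was a DEG in any of the 6 fits that each left out 1 mouse. The largest decreases were those of Serpinb2, Arc and Gm50394. Serpinb2, of whose sequence 90.1% occurs in no other gene, fell from 10.3 ± 1.96 CPM to 0.174 ± 0.0433 CPM (log2 fold change −5.87, SE 0.51, adjusted p = 0.000187). Arc had a log2 fold change of −5.44 (SE 0.93, adjusted p = 0.00802) and Gm50394, whose sequence occurs in a single transcript, one of −5.28 (SE 0.94, adjusted p = 0.00954). Without mouse 4 of the group at 100 μg/mL the adjusted p of Arc was 0.0526 and that of Gm50394 0.0583.
With 300 μg/mL Bmp3 was at least 89.6-fold higher. Ednrb had a log2 fold change of 4.97 (SE 0.57, adjusted p = 0.00109) and Megf6 one of 4.66 (SE 0.79, adjusted p = 0.0103). Lce1h, whose sequence occurs in a single transcript, fell 122-fold from 131 counts to 1 (counting interval 21.5 to 4850), with an adjusted p of 0.0442, and of 0.0904 with the mouse as a block (0.000732 to 0.179 over the alternatives). Vmn2r79 had a log2 fold change of −5.69 (SE 0.97, adjusted p = 0.0103) and S100a3 one of −5.52 (SE 1.19, adjusted p = 0.0326). Without mouse 6 of the group at 300 μg/mL the adjusted p was 0.051 for Megf6, 0.0741 for Vmn2r79 and 0.154 for S100a3, and of the fits that left out 1 other mouse S100a3 was a DEG in 1 and Lce1h in 0.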

To identify transcriptional changes conferred by Fucoidan-FV treatment, differential expression analysis was performed using DESeq2. Although cell cycle arrest markers like CDKN1A (p21^Cip1^) and CDKN2A (p16^Ink4a^) were unchanged, Fucoidan-FV treatment reduced the expression of a variety of SASP factors (Fig. 4A), supporting the senomorphic activity of Fucoidan-FV.

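Cdkn1a was at 1440 ± 180 CPM with 100 μg/mL Fucoidan-FV and at 1660 ± 67 CPM with 300 μg/mL. Its log2 fold change against untreated senescent MEFs was −0.2 (SE 0.18, adjusted p = 0.596) and 0.01 (SE 0.18, adjusted p = 0.994). Cdkn2a was at 178 ± 30.4 CPM and 189 ± 12 CPM, with log2 fold changes of −0.48 (SE 0.24, adjusted p = 0.292) and −0.39 (SE 0.24, adjusted p = 0.49). None of these differences was larger than the spread between mice, and each mouse left out in turn gave log2 fold changes of −0.29 to 0.04 for Cdkn1a and −0.59 to 0.02 for Cdkn2a at 100 μg/mL.
Of the 27 SASP genes labelled in Fig. 4A, 16 were higher and 11 lower at 100 μg/mL Fucoidan-FV than in untreated senescent MEFs, with a median log2 fold change of 0.24. Of the same genes, 15 were higher and 12 lower at 300 μg/mL. The same 8 of these genes were DEGs at both doses, 5 that rose (Sema3f, Mmp13, Igf1, Cd55 and Angpt1) and 3 that fell. With p adjusted over the list alone, 12 were higher and 5 lower at 100 μg/mL, and 10 higher and 5 lower at 300 μg/mL. DESeq2 called 10 higher and 3 lower at 100 μg/mL, and 10 higher and 4 lower at 300 μg/mL. At 100 μg/mL 3 rose and 3 fell as DEGs without mouse 5 of untreated senescent MEFs or mouse 4 of the treated group. Without mouse 6 of the treated group 4 rose and 4 fell at that dose. With the libraries of control mouse 5 as separate samples, 1 of the 27 genes rose and 3 fell as DEGs at 300 μg/mL. Without mouse 6 of the group at 300 μg/mL, 1 of the 27 genes was a DEG at that dose, and it was lower.
Among the genes that fell at 100 μg/mL, Csf1 went from 1790 ± 276 CPM to 584 ± 37.5 CPM (log2 fold change −1.62, SE 0.2, adjusted p = 0.0015). Pgf went from 30.4 ± 11.4 CPM to 6.48 ± 0.563 CPM (log2 fold change −2.23, SE 0.34, adjusted p = 0.00482). Among those that rose, Igf1 went from 5.63 ± 2.07 CPM to 37.2 ± 11.6 CPM (log2 fold change 2.72, SE 0.46, adjusted p = 0.00792, and 4.37e-09 to 0.0919 over the alternatives). Spp1, which rose in senescent MEFs, had a log2 fold change of −0.94 (SE 0.27, adjusted p = 0.0651, and 0.0419 without mouse 6 of the group at 100 μg/mL). Of the SASP markers that were measured by RT-qPCR in tissues, Il6 (log2 fold change −0.4, adjusted p = 0.824), Cxcl1 (2.17, adjusted p = 0.472) and Ccl2 (0.25, adjusted p = 0.745) were not DEGs. Tnf and Il1b, with at most 2 counts in any library, were too low to test.

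**Figure D1:**
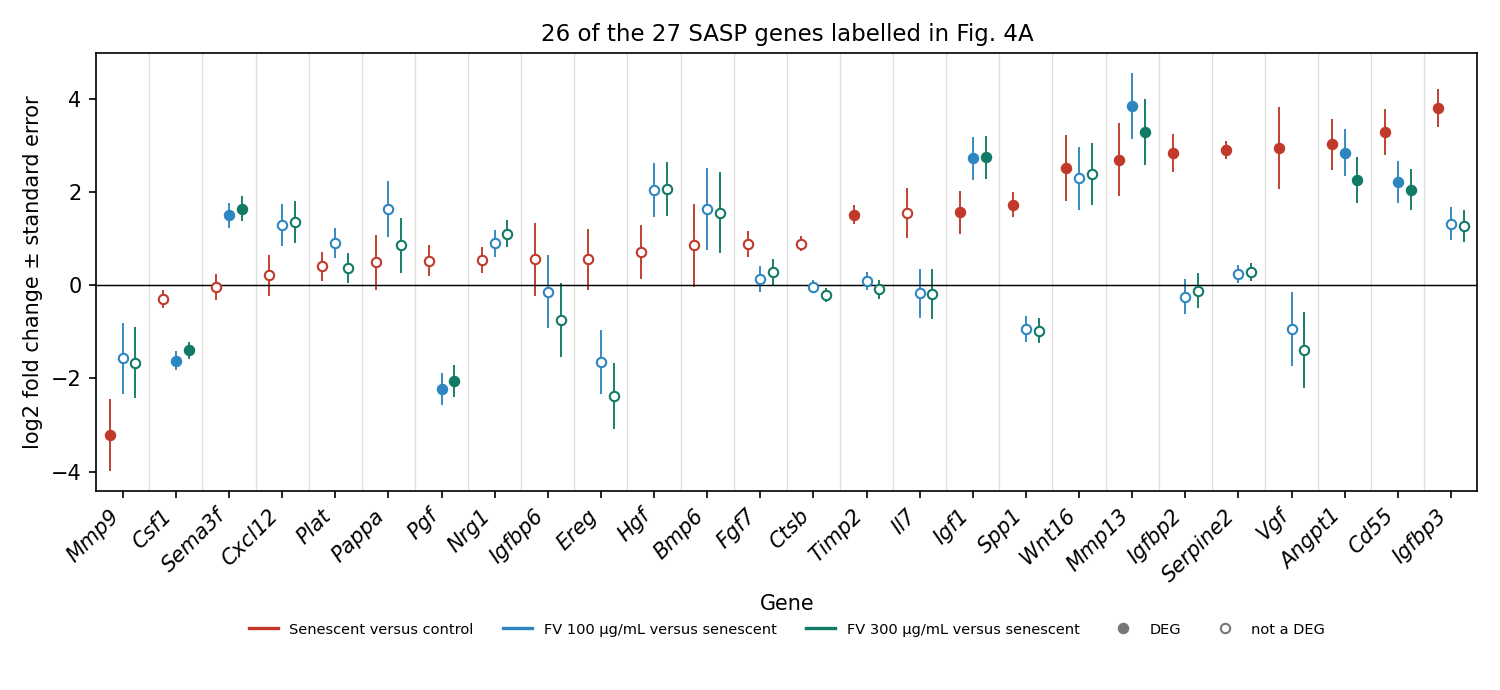
Log2 fold changes (vertical axis) of 26 of the 27 SASP genes labelled in Fig. 4A (horizontal axis), for untreated senescent against control MEFs and for both Fucoidan-FV doses against untreated senescent MEFs. Points are estimates of edgeR's quasi-likelihood test and bars their standard errors, with DEGs filled and other genes open; 16 of the 26 genes lie above 0 at 100 μg/mL and 10 below, and the sequence of Mmp13, Pappa, Igfbp6 and Ereg occurs in a single transcript.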

To further elucidate the transcriptional effects of Fucoidan-FV and identify a potential mechanism(s) of action, we performed gene set enrichment analyses (GSEA). Fucoidan-FV treatment resulted in a negative enrichment of the Sen Mayo gene panel, particularly SASP genes (Fig. 4B) and a positive enrichment in gene sets associated with the cell cycle, the DNA damage response and the G2M checkpoint. Additionally, we interrogated multiple gene sets associated with DNA repair and found Fucoidan-FV-treated SnCs to have increased expression in genes in DSB repair, excision repair processes, and DNA repair dependent chromatin remodeling pathways, suggesting that Fucoidan-FV also enhanced overall DNA repair activity.

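Gene sets were tested with limma's camera, with Benjamini-Hochberg adjustment over 20 sets in each comparison. Sets given for DESeq2 come from camera's version for precomputed statistics, run on DESeq2's test statistics. Both the set test and the tool then differ from the reported ones. At 100 μg/mL Fucoidan-FV, 53 of the 88 tested SenMayo genes were higher and 35 lower than in untreated senescent MEFs, with a median log2 fold change of 0.18 (0.08, 0.41 and 0.2 in mice 4, 5 and 6; adjusted p = 0.213). With the higher dose 49 were higher and 39 lower, with a median of 0.19 (adjusted p = 0.518). Of the list, 7 genes were DEGs that rose and 6 DEGs that fell at 100 μg/mL, and 5 rose and 5 fell at 300 μg/mL. With p adjusted over the list alone, 11 were higher and 9 lower at 100 μg/mL, and 13 higher and 9 lower at 300 μg/mL. The ranked test fgsea called the set higher at 100 μg/mL (adjusted p = 0.0238), and offsets for unique sequence, gene length and GC content gave a median of 0.29 (adjusted p = 0.837, and 0.0238 to 0.837 over the alternatives). Of the 14 SenMayo genes that were DEGs and rose in senescent MEFs, 10 were higher and 4 lower at 100 μg/mL.
The cell cycle sets had negative medians. A list of 54 G2/M phase genes had a median log2 fold change of −0.4 at 100 μg/mL (14 higher, 40 lower; −0.15, −0.4 and −0.68 in mice 4, 5 and 6; adjusted p = 0.0706) and of −0.64 at 300 μg/mL (11 higher, 43 lower; adjusted p = 0.00397). With DESeq2 the G2/M phase set had an adjusted p of 0.000648 at 100 μg/mL (0.000648 to 0.633 over the alternatives). Without mouse 5 of the group at 300 μg/mL its adjusted p at that dose was 0.0652. The Reactome G2/M checkpoint set (53 genes) had medians of −0.2 (adjusted p = 0.0273) and −0.31 (adjusted p = 0.00397). The medians of the Reactome mitotic cell cycle set (385 genes) were −0.2 (adjusted p = 0.00769) and −0.23 (adjusted p = 0.00397), and those of 43 S phase genes −0.51 (adjusted p = 0.0153) and −0.47 (adjusted p = 0.00397). In untreated senescent against control MEFs the G2/M phase list had a median of −3.4, with 52 of 54 genes lower (adjusted p = 2.79e-44). For 30 p53 target genes the medians were 0.84 in that comparison (adjusted p = 1.23e-07), 0.13 at 100 μg/mL (adjusted p = 0.397) and 0.18 at 300 μg/mL (adjusted p = 0.275).
Camera sets the correlation between genes to 0.01. Of its 4 calls at 100 μg/mL and 6 calls at 300 μg/mL, 0 held under limma's fry and 0 when camera estimated that correlation. Of its 14 calls in senescent against control MEFs, 14 held under fry and 10 with the estimated correlation.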

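The Reactome DNA repair set (131 tested genes) had a median log2 fold change of −0.17 at 100 μg/mL Fucoidan-FV against untreated senescent MEFs, with 47 genes higher and 84 lower (−0.14, −0.26 and −0.11 in mice 4, 5 and 6; adjusted p = 0.134 from camera). With the higher dose the median was −0.08, with 55 higher and 76 lower (adjusted p = 0.155). With DESeq2 the set passed as lower at 100 μg/mL (median −0.08, adjusted p = 0.018), and with offsets for unique sequence, gene length and GC content the median was −0.04 (adjusted p = 0.999, and 0.018 to 0.999 over the alternatives). Without mouse 6 of the group at 100 μg/mL the adjusted p was 0.0366. Without mouse 6 of untreated senescent MEFs it was 0.309 and the median turned positive, while the direction of the test stayed lower. The difference of that senescent library from the mean of all libraries had a correlation of −0.57 with gene length.
Double-strand break repair (21 genes) had medians of 0.1 at 100 μg/mL (adjusted p = 0.801) and 0.06 at 300 μg/mL (adjusted p = 0.611). Homologous recombination repair (16 genes) had medians of 0.09 (adjusted p = 0.935) and −0.26 (adjusted p = 0.441), and nonhomologous end-joining (5 genes) of 0.3 (adjusted p = 0.462) and 0.11 (adjusted p = 0.572). Nucleotide excision repair (50 genes) was lower, with medians of −0.29 at 100 μg/mL (10 higher, 40 lower; adjusted p = 0.00769) and −0.3 at 300 μg/mL (13 higher, 37 lower; adjusted p = 0.00526). It did not pass with offsets for unique sequence, gene length and GC content, which gave medians of −0.1 (adjusted p = 0.96, and 0.000182 to 0.96 over the alternatives) and −0.14 (adjusted p = 0.379, and 3.17e-05 to 0.562 over the alternatives). Base excision repair (31 genes) had medians of −0.2 (adjusted p = 0.0743) and −0.24 (adjusted p = 0.074), and mismatch repair (16 genes) of −0.16 (adjusted p = 0.322) and −0.26 (adjusted p = 0.109). DESeq2 called base excision repair lower at both doses (adjusted p = 0.0027 and 0.0021, and 0.0027 to 0.96 and 0.0021 to 0.7 over the alternatives) and mismatch repair at 300 μg/mL (0.0143, and 0.0143 to 0.7 over the alternatives). With the offsets the median of mismatch repair at 100 μg/mL was 0.02 (adjusted p = 0.837, and 0.127 to 0.869 over the alternatives). Chromatin organization (183 genes) had medians of −0.05 (adjusted p = 0.695) and 0.05 (adjusted p = 0.572). DNA repair and its pathways were also tested as 6 lists written out for this purpose, and the Reactome DNA repair set without its cell cycle members (100 genes). For these 7 sets p was adjusted over the 7 alone. The written DNA repair list (103 genes) had a median of −0.15 at 100 μg/mL (adjusted p = 0.337) and −0.05 at 300 μg/mL (adjusted p = 0.599), and the adjusted p of the 7 sets lay between 0.172 and 0.907 at 100 μg/mL and between 0.318 and 0.808 at 300 μg/mL.
In untreated senescent against control MEFs the Reactome DNA repair set had a median of −0.43, with 36 genes higher and 95 lower (adjusted p = 3.64e-10). Against control MEFs its median was −0.66 at 100 μg/mL (adjusted p = 6.3e-09) and −0.62 at 300 μg/mL (adjusted p = 6.57e-09).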

In order to identify potential Fucoidan-FV targets exclusive to SnCs, we constructed an interaction network of genes that were differentially up- or downregulated in MEFs treated with Fucoidan-FV compared to senescent MEFs, but not control cells (Fig. 4C and S4D). 

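The wording can be read in more than one way, so 2 selections were made from the 405 DEGs of 100 μg/mL Fucoidan-FV against untreated senescent MEFs. Of these, 75 were not DEGs of the same treated MEFs against control MEFs, 14 of them higher and 61 lower. This selection held 0 of the 12 central network genes that the text names and 0 of the 15 labelled cluster genes. In the other reading, 325 DEGs were not DEGs of untreated senescent against control MEFs, 121 of them higher and 204 lower. That selection held 7 of the 12 network genes and 8 of the 15 cluster genes. With DESeq2 the first selection numbered 203 DEGs.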

The constructed downregulated gene network contained many cytokines and SASP as degree central nodes including HGF, MMP13, DCN, CXCL5/15, and TGFBR2 and major clusters of these nodes associated with processes such as ECM remodeling, cellular migration, and canonical Wnt signaling (**Fig. S4E and S4F**). 

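All 6 of the named genes were higher in MEFs given 100 μg/mL Fucoidan-FV than in untreated senescent MEFs, in 3 of 3 mice. Mmp13 (chromosome 9 of GRCm39, 7272514 to 7283331), whose sequence occurs in a single transcript, rose from 0.722 ± 0.289 CPM to 10.5 ± 2.86 CPM (log2 fold change 3.84, SE 0.71, adjusted p = 0.0112). Dcn (chromosome 10, 97315275 to 97358155) rose from 16.2 ± 5.79 CPM to 81.6 ± 75 CPM (log2 fold change 2.33, SE 0.6, adjusted p = 0.0477; 0.0869 with the mouse as a block, and 2.87e-08 to 0.171 over the alternatives). Cxcl5 (chromosome 5, 90907186 to 90909483), with 27.6% of its exonic bases under a gene on the opposite strand, rose from 1.11 ± 0.866 CPM to 22 ± 18.1 CPM (log2 fold change 4.32, SE 1.11, adjusted p = 0.0471; 0.104 with the mouse as a block, and 3.41e-09 to 0.151 over the alternatives). Neither Dcn nor Cxcl5 was a DEG in any of the 6 fits that each left out 1 mouse. With p adjusted over the list alone all 6 genes passed at both doses, which is not independent evidence, since the study chose the genes on these samples.
The other 3 genes did not pass the adjusted threshold. Hgf (chromosome 5, 16758041 to 16828178) went from 8.73 ± 5.05 CPM to 35.7 ± 20.6 CPM (log2 fold change 2.03, SE 0.58, adjusted p = 0.0675). Tgfbr2 (chromosome 9, 115913361 to 116004800) went from 107 ± 38.8 CPM to 230 ± 77.6 CPM (log2 fold change 1.1, SE 0.29, adjusted p = 0.0517, and 0.0334 without mouse 4 of untreated senescent MEFs). Cxcl15 (chromosome 5, 90942393 to 90950926), whose sequence occurs in a single transcript, stayed near the limit of detection (log2 fold change 3.63, SE 1.12, adjusted p = 0.0971). DESeq2 called all 6 higher. These 6 genes were also higher at 300 μg/mL, with log2 fold changes of 1.07 to 3.72, and Mmp13 was the DEG (log2 fold change 3.28, SE 0.7, adjusted p = 0.0297; 0.0525 with the mouse as a block, and 5.04e-05 to 0.188 over the alternatives). In untreated senescent against control MEFs, Dcn (log2 fold change 3.95, adjusted p = 0.00215) and Mmp13 (2.69, adjusted p = 0.043; 0.0592 with the mouse as a block) were DEGs.
Reactome's extracellular matrix organization set (190 genes) had a median log2 fold change of 0.24 at 100 μg/mL (115 higher, 75 lower; adjusted p = 0.0609 from camera) and of 0.19 at 300 μg/mL (adjusted p = 0.0334). DESeq2 (adjusted p = 0.0091) and fgsea (0.000597) called it higher at 100 μg/mL (0.000597 to 0.919 over the alternatives). With offsets for unique sequence, gene length and GC content its adjusted p at 300 μg/mL was 0.7 (2.43e-05 to 0.716 over the alternatives). For the reason given above, that p cannot decide the call. Its set for signaling by Wnt (201 genes) had medians of −0.14 (88 higher, 113 lower; adjusted p = 0.138) and −0.13 (adjusted p = 0.311). The set for TCF dependent signaling in response to Wnt (145 genes) had medians of −0.2 (adjusted p = 0.156) and −0.14 (adjusted p = 0.311). The ranked test fgsea called both Wnt sets lower at both doses, with adjusted p of 0.00362 and 0.0243 for signaling by Wnt (0.00362 to 0.869 and 0.0243 to 0.613 over the alternatives) and of 0.0122 and 0.0175 for TCF dependent signaling (0.0122 to 0.938 and 0.0175 to 0.716).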

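Anxa1, Anxa3, Cd44, Csrp1 and Timp1 were all lower in MEFs given 100 μg/mL Fucoidan-FV than in untreated senescent MEFs, in 3 of 3 mice, and all 5 were DEGs at both doses. Timp1 (chromosome X of GRCm39, 20736316 to 20740976) fell from 1600 ± 762 CPM to 260 ± 34.5 CPM (log2 fold change −2.62, SE 0.28, adjusted p = 0.00056). Anxa1 fell from 3100 ± 404 CPM to 1240 ± 74.8 CPM (log2 fold change −1.32, SE 0.21, adjusted p = 0.00566) and Anxa3 from 488 ± 112 CPM to 192 ± 35.8 CPM (log2 fold change −1.34, SE 0.23, adjusted p = 0.00792). Cd44 fell from 979 ± 249 CPM to 343 ± 42.6 CPM (log2 fold change −1.51, SE 0.26, adjusted p = 0.00792) and Csrp1 from 1950 ± 521 CPM to 806 ± 47.8 CPM (log2 fold change −1.28, SE 0.2, adjusted p = 0.00636). The log2 fold changes of the 5 genes at 300 μg/mL lay between −2.57 and −1.13. Between untreated senescent and control MEFs 0 of the 5 were DEGs. At 100 μg/mL Anxa3 was no longer a DEG without mouse 5 (adjusted p = 0.0705) or mouse 6 (adjusted p = 0.0555) of untreated senescent MEFs, nor was Csrp1 without mouse 6 of that group (log2 fold change −0.92). Of the 5 genes 1, Timp1, was a DEG at 300 μg/mL without mouse 6 of the treated group. With only the 2 groups compared, Anxa1, Cd44 and Timp1 were DEGs at 100 μg/mL and Timp1 at 300 μg/mL. With p adjusted over the list alone all 5 passed at both doses, which is not independent evidence, since the study chose the genes on these samples.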

In the upregulated gene network, the central nodes included ANXA1/3, SERPINE1, CD44, CSRP1, and TIMP1. The majority of these genes were assigned to two major clusters primarily associated with cell proliferation and DNA/mismatch repair (Fig. 4D and S4F). 

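The 15 genes labelled in Fig. 4D were all lower in MEFs given 100 μg/mL Fucoidan-FV than in untreated senescent MEFs, in 3 of 3 mice. Their log2 fold changes ran from −2.08 to −1.05, with a median of −1.3, and 12 were DEGs. With p adjusted over the list alone all 15 passed, which is not independent evidence, since the study chose the genes on these samples. At 300 μg/mL all 15 were lower, with a median log2 fold change of −1.08, and 6 were DEGs. DESeq2 called 14 of the 15 lower at 100 μg/mL and 10 at 300 μg/mL, and the fit of only the 2 groups compared called 2 at each dose.
Ercc1 (chromosome 7 of GRCm39, 19075881 to 19090450) was at 45.5 ± 17.1 CPM in untreated senescent MEFs and at 21.3 ± 0.391 CPM with 100 μg/mL Fucoidan-FV (log2 fold change −1.1, SE 0.31, adjusted p = 0.0633). Rpa1 (chromosome 11, 75188992 to 75239455) fell from 141 ± 27.2 CPM to 63.2 ± 7.81 CPM (log2 fold change −1.16, SE 0.18, adjusted p = 0.00542). Rfc5 (chromosome 5, 117515030 to 117527162), with 41.4% of its exonic bases under a gene on the opposite strand, fell from 42.9 ± 18.4 CPM to 15.1 ± 3.94 CPM (log2 fold change −1.51, SE 0.31, adjusted p = 0.0178). Mcm6 (chromosome 1, 128259311 to 128287516) fell from 25.1 ± 7.45 CPM to 11.8 ± 1.78 CPM (log2 fold change −1.09, SE 0.26, adjusted p = 0.0395). Aurka (chromosome 2, 172198109 to 172212849), with 38.6% of its exonic bases under genes on the opposite strand, was at 8.85 ± 3.03 CPM and 3.02 ± 0.474 CPM (log2 fold change −1.55, SE 0.42, adjusted p = 0.0563). Plk3 (chromosome 4, 116985852 to 116991226) fell from 28.6 ± 4.46 CPM to 11.6 ± 1.51 CPM (log2 fold change −1.3, SE 0.24, adjusted p = 0.01).
With the mouse as a block 9 of the 15 genes were DEGs at 100 μg/mL, as the adjusted p of Bora, Dbf4 and Rnaseh2a rose to 0.0714, 0.0758 and 0.0652 (over the alternatives from 0.012 to 0.205, from 0.0101 to 0.208 and from 0.00366 to 0.178). Of the sequence of Rnaseh2a 92.3% occurs in no other gene, and that of Phlda1 occurs in a single transcript. Across the 6 fits that each left out 1 mouse 3 to 9 of the 15 were DEGs at 100 μg/mL, the fewest without mouse 6 of untreated senescent MEFs, and without mouse 6 of the group at 300 μg/mL 0 were DEGs at that dose, where all 15 were still lower.

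**Figure D2:**
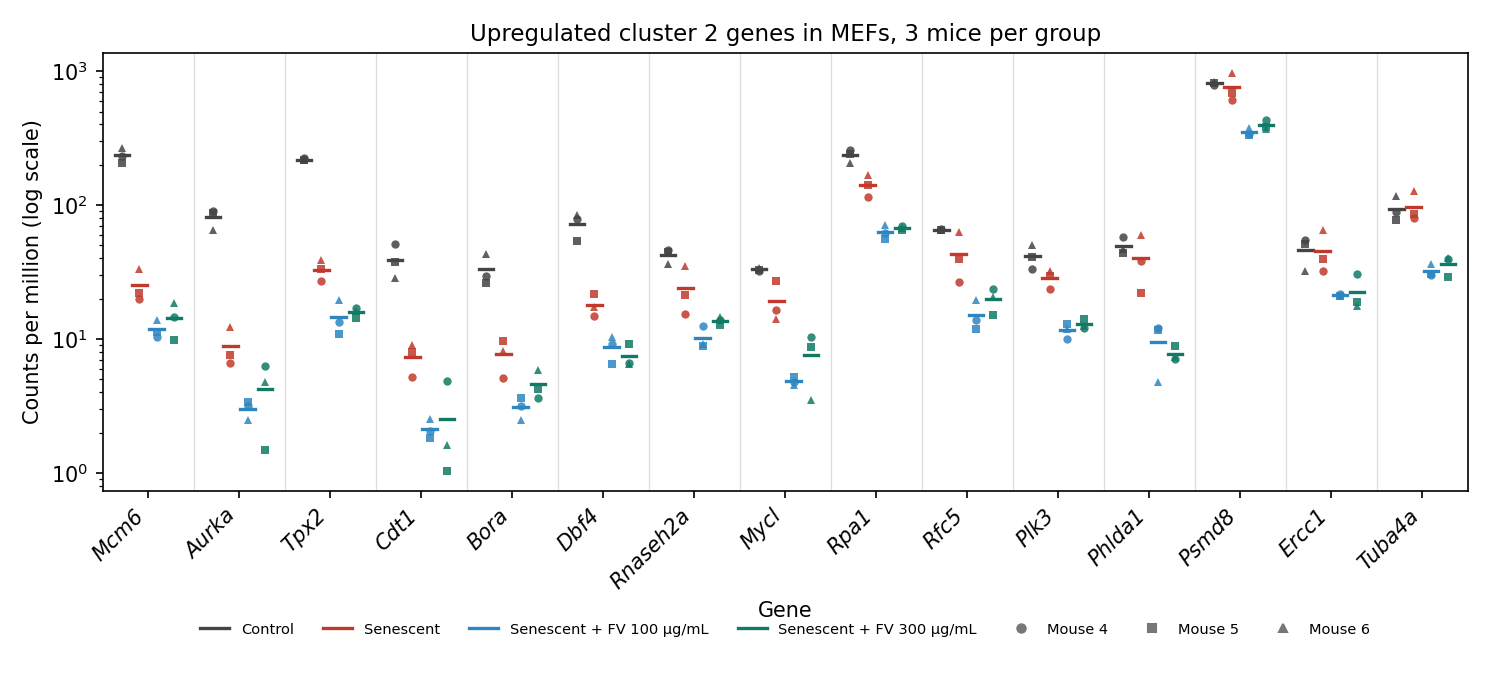
CPM on a log scale (vertical axis) of the 15 genes labelled in Fig. 4D (horizontal axis) in control, untreated senescent and Fucoidan-FV treated senescent MEFs. Each point is 1 mouse (circle, mouse 4; square, mouse 5; triangle, mouse 6) and each line the mean of 3 mice; all 15 means at 100 μg/mL and at 300 μg/mL lie under those of untreated senescent MEFs.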

Upregulated cluster 2 overrepresents multiple DNA repair associated processes and includes 15 major cell cycle and DNA repair machinery genes including ERCC1, RPA1, RFC5, MCM6, AURKA, and PLK3 (Fig. 4E). Interestingly, most of these genes were downregulated in untreated SnCs compared to control cells, indicating Fucoidan-FV mediates at least a partial reversal of these processes in SnCs. 

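In untreated senescent against control MEFs 14 of the 15 genes labelled in Fig. 4D were lower and 1, Tuba4a, was higher (log2 fold change 0.05, adjusted p = 0.933). Their median log2 fold change was −0.78, and 6 of the 15 were DEGs, all lower (8 with p adjusted over the list alone). With control mouse 5 given by library 5(2) alone, 12 were lower and 3 higher. Mcm6 (235 ± 32.1 CPM in control MEFs) had a log2 fold change of −3.23 (SE 0.28, adjusted p = 2.13e-05) and Aurka (81 ± 13.4 CPM in control MEFs) one of −3.19 (SE 0.44, adjusted p = 0.000479). Rpa1 had a log2 fold change of −0.73 (SE 0.18, adjusted p = 0.0176), and Rfc5, Plk3 and Ercc1 had log2 fold changes of −0.6 (adjusted p = 0.233), −0.54 (adjusted p = 0.163) and −0.02 (adjusted p = 0.981). Against control MEFs all 15 were DEGs that were lower at both doses, with a median log2 fold change of −2.39 at 100 μg/mL and −2.13 at 300 μg/mL.
Over all 1266 DEGs of untreated senescent against control MEFs, 486 (38.4%) had a log2 fold change of the opposite sign with 100 μg/mL Fucoidan-FV. The share was 37.4%, 42.8% and 40.2% in mice 4, 5 and 6 (SD 2.73). Because both comparisons share the senescent libraries, 20 simulated datasets with no treatment effect gave a mean of 64.3% (62.8% to 66.2%). The simulated counts start from group means and leave out shifts of single libraries. Regrouping the senescent and treated samples in 10 ways, the real one included, gave 37.2% to 72.5%, with 2 of 10 as low as the real share. The simulated range alone therefore does not exclude chance. Of these DEGs, 19 were also DEGs back toward control and 61 further away from it at 100 μg/mL. With 300 μg/mL the share of opposite sign was 35.3%. The share was 45.7% when mouse 6 was left out of the groups.
The paper gives these genes as upregulated with Fucoidan-FV, and most of them as lower in untreated SnCs than in control cells. It takes this to mean that Fucoidan-FV reverses these processes at least in part in SnCs.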

Taken together, these findings suggest fucoidan treatment results in upregulation of DNA repair processes in SnCs, which potentially results in its senomorphic activities including suppression of SASPs, reduced expression of ECM remodeling proteins, and positive regulation of cell cycle progression and proliferation.

### Fucoidan mediated DNA repair and SASP regulation is dependent on SIRT6 activity

It has been previously reported that fucoidans, particularly those from *Fucus distichus* and *Fucus vesiculosus,* enhanced Sirtuin 6 (SIRT6) deacetylase activity,^37^ an NAD+-dependent enzyme crucial for maintaining genomic stability, cellular stress responses, and longevity.^38-40^ Furthermore, in addition to the role of SIRT6 in PARP1-mediated DNA repair, it is also epigenetically regulates the expression of many cytokines as well as Wnt target genes. Given that we have demonstrated previously that a rare variant in SIRT6 found in centenarians had increased mono-ADP-ribosylation and DNA repair activities, we hypothesized that the transcriptomic alterations observed in our RNA-Seq analysis from Fucoidan-FV treatment is mediated by activation of SIRT6.

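Sirt6 (ENSMUSG00000034748) lies on chromosome 10 of GRCm39 from 81455262 to 81463631. Its level was 12.2 ± 2.12 CPM in control MEFs, 11 ± 2.34 CPM in untreated senescent MEFs, 9.89 ± 1.52 CPM with 100 μg/mL Fucoidan-FV and 10.3 ± 0.746 CPM with 300 μg/mL. The log2 fold change of senescent against control MEFs was −0.16 (SE 0.28, adjusted p = 0.797). Against untreated senescent MEFs it was −0.15 (SE 0.28, adjusted p = 0.824) at 100 μg/mL and −0.1 (SE 0.28, adjusted p = 0.921) at 300 μg/mL. These differences were within the spread between mice, and leaving out each mouse in turn gave log2 fold changes of −0.24 to 0.2 at 100 μg/mL. The highest count of Sirt6 in any library was 442.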

Since there were no significant transcriptomic changes in SIRT6 expression in our RNA-Seq analysis, we examined whether there were changes in SIRT6 enzymatic activity. SIRT6 has multiple enzymatic activities, including deacetylation of histone H3 lysine 9 (H3K9) and lysine 56 (H3K56),^41,42^ as well as mono-ADP-ribosylation.^43^ To explore the molecular mechanisms underlying the senotherapeutic effects of fucoidan-FV, we examined the effect on deacetylation of histone H3 lysine and self mono-ADP-ribosylation activity. Interestingly, Fucoidan-FV increased the deacetylation activity (Fig. 5A) and, to a greater extent, mADPr activity of SIRT6 (Fig. 5B).

Given that the mono-ADP-ribosylation activity of SIRT6 is crucial for DNA damage repair, particularly through the non-homologous end-joining (NHEJ) pathway, a key mechanism for repairing DNA double-strand breaks,^43^ we examined whether Fucoidan-FV could increase NHEJ-mediated DNA repair. Using human fibroblast cells harboring an NHEJ-GFP reporter, the cells were co-transfected with a plasmid encoding an I-SceI endonuclease to induce double-strand breaks and an mCherry plasmid to monitor transfection efficiency. In this assay, successful DNA repair restores GFP expression following I-Sce1 cleavage in mCherry positive cells.^43^ Treatment with Fucoidan-FV led to a dose-dependent increase in GFP-positive cells, indicating enhanced NHEJ-mediated DNA repair capacities (Fig. 5C and 5D). To confirm that the observed DNA repair enhancement was dependent on SIRT6, an siRNA was used to knock down SIRT6 expression. While Fucoidan-FV significantly increased NHEJ repair in cells treated with control siRNA, this effect was abrogated in cells with SIRT6 knockdown (Fig. 5E). This dependence on SIRT6 was further validated in WT and SIRT6 knockout (S6KO) MEF cells, where Fucoidan-FV treatment reduced γH2AX-positive foci, a marker of DNA damage, in WT MEFs, but showed no effect in S6KO cells (Fig. 5F). These findings suggest that the DNA repair activity of Fucoidan-FV is mediated, at least in part, through SIRT6 activation.

We next investigated whether the senomorphic effects of Fucoidan-FV are also dependent on SIRT6. In etoposide-induced senescent WT MEFs, treatment with Fucoidan-FV led to a reduction in C_12_FDG-positive cells. However, this effect was significantly diminished in S6KO cells, suggesting that the senomorphic activity of Fucoidan-FV may partially contribute to SIRT6-mediated enhancement of DNA repair (Fig. 5G). Taken together, these results suggest that Fucoidan-FV mechanistically functions as an activator of SIRT6 to improved DNA repair capacity and suppression of senescence markers and SASP in SnCs.

## DISCUSSION

Unlike synthetic senotherapeutics, natural compounds derived from marine algae and seaweed are particularly attractive for therapeutic development because of their lower risk of side effects and their long-standing presence in the diets of many populations. Despite this, there have been limited studies to identify potential national products with senotherapeutic activity, the one exception being flavonoids such as fisetin, luteolin and quercetin. Given that fucoidans have been reported to have numerous biological activity that could provide a health benefit as well as activate enzymatic activity of SIRT6, here we examined the potential serotherapeutic activity of fucoidans from different types of brown seaweed.^44,45^ Using initially a senescent cell phenotype-based screening assay in ERCC1-deficient MEFs followed by additional assays, we demonstrated that fucoidans, particularly Fucoidan-FV from *Fucus vesiculosus,* are a novel class of senotherapeutics. Interestingly, although almost all the fucoidans tested had senomorphic activity, a related fucoidan from *Macrocystis pyrifera* (Fucoidan-MP) had a senolytic activity. Why this one type fucoidan was able to induce SnC death as compared to the other fucoidans is still unclear.

SIRT6 is a NAD+-dependent histone deacylase and deacetylase which regulates key cellular processes, including glucose metabolism, oxidative stress, genomic integrity, and longevity.^38-40^ A key mechanistic finding of this and the accompanying study is the activation of SIRT6 by Fucoidan-FV, which appears to enhance SIRT6 deacetylase and, in particular, mono-ADP-ribosylation activities, both essential for DNA repair and genomic stability.^46,47^ Specifically, we observed enhanced non-homologous end joining (NHEJ), a crucial DNA repair pathway under cellular stress, through SIRT6 activation. This finding aligns with previous studies showing that SIRT6 facilitates DNA repair by recruiting essential factors, such as 53BP1 and NBS1, to damaged sites, which requires both its deacetylase and ADP-ribosyltransferase activities.^43^ SIRT6 is also a major epigenetic regulator of many inflammatory cytokine expression including IL1B, IL2/6/10/13/, TNF-a, MCP-1 and other NF-kB target genes. In addition, the treatment of SnCs with fucoidan also increased the expression of certain DNA repair genes, suggesting that fucoidan can increase SIRT6 dependent DNA repair activity through multiple pathways. These results support a model where SIRT6 mediated chromatin remodeling can contribute to suppression of many of these SASP genes in Fucoidan-FV treated cells. Additionally, SIRT6 mediated regulation of many stemness-associated processes, including canonical Wnt signaling and cell migration, could also contribute to the therapeutic effects conferred by Fucoidan-FV treatment in the different mouse models of aging. It is also likely that improving DNA repair directly contributes to the senomorphic activity of Fucoidan-FV.

In the accompanying paper by Biashad *et al,* Fucoidan-FV provided in the food resulted in a significant increase in median lifespan in male mice and a marked reduction in frailty and epigenetic age in both male and female mice. Fucoidan-FV also repressed expression of LINE1 elements, which is consistent with reduction in inflammation.^48^ Here it is important to note that the mADPr activity of SIRT6 is required for LINE1 inhibition, consistent with the ability of Fucoidan-FV to stimulate SIRT6 activity *in vivo.* Whether the improvement in the epigenetic clock in Fucoidan-FV treatment mice is due to increase SIRT6 deacetylase activity is unclear.

Although we have observed effects of fucoidans on SIRT6 activity *in vitro* and on SIRT6-dependent DNA repair *in vivo,* structurally, it is unlikely that a bulky sulfated fucan polysaccharide can infiltrate and interact with nuclear SIRT6. Intact fucoidans may not directly enter the nucleus, but still could potentially activate SIRT6 through upstream signaling pathways. In addition, it is possible that certain metabolic intermediates or breakdown products of fucoidan are responsible for the observed effects. *In vivo,* digestive and gut microbial components likely contribute to fucoidan metabolism, potentially resulting in more active metabolites.^49^ Identification of the components/metabolites of fucoidan that are responsible for conferring the beneficial effects on SIRT6 activation, DNA repair, senescence, inflammation, the epigenetic clock and healthspan should result in more effective fucoidan-based gerotherapeutics. Finally, it is important to note that the senotherapeutic effects of fucoidan in culture appear to be only partially dependent on SIRT6, especially at high concentrations. Given that fucoidan has been reported to bind to other targets including TLR4, there may be additional mechanisms through which fucoidan functions to extend healthspan and reduce inflammation.

In summary, here and in the accompanying paper, we used a high-content senescent cell-based phenotypic screen to identify fucoidans as a new class of natural senotherapeutics with distinct senomorphic and senolytic properties. Among them, *Fucus vesiculosus*-derived fucoidan (Fucoidan-FV) had the strongest senomorphic activity as well as strongest ability to stimulate the mono-ribosylation activity of SIRT6. Mechanistically, Fucoidan-FV restored expression of DNA repair genes and enhanced SIRT6 activity, promoting genomic stability and suppressed inflammatory phenotypes in SnCs. Treatment with Fucoidan-FV extended healthspan in aged mice, improving physical function and reducing tissue senescence burden without adverse effects. In the accompanying paper we demonstrate that fucoidan-FV extends lifespan and healthspan in wild type aged mice and silences LINE1 retrotransposable elements. Together, these findings reinforce the clinical potential of Fucoidans as promising safe, effective, and novel senotherapeutic agents. Importantly, given the established safety profile and biocompatibility, fucoidans from *Undaria pinnatifida* and *Fucus vesiculosus* have also been granted GRAS (Generally Recognized as Safe) status for their use as food ingredients by the FDA.^50^ This allows for broader exploration of fucoidans in both pharmaceutical and nutraceutical applications for reducing DNA damage, senescence and inflammation while extending healthspan.

## Methods

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Paul D. Robbins ().

#### Compounds and reagents

Fucoidans were purchased from Biosynth (Staad, Switzerland). Fucoidan-FV was purchased from Sigma-Aldrich (F8190). Fucoidan-MP was purchased from Sigma-Aldrich (F8065). Hoechst 33342 was purchased from ThermoFisher (H1399). C_12_FDG was purchased from Setareh Biotech (7188). Formaldehyde 32% was purchased from Electron Microscopy Sciences (15714).

#### Cells and mice

Primary *Ercc1*^−/−^ mouse embryonic fibroblasts (MEFs) and WT MEFs were isolated on embryonic day 12.5-13.5. In brief, mouse embryos were isolated from yolk sac followed by the complete removal of viscera, lung and heart if presented. Embryos were then minced into fine chunks, fed with MEFs medium, cultivated under 3% oxygen to reduce stress. Cells were split at 1:3 when reaching confluence. MEFs were grown at a 1:1 ratio of Dulbecco’s Modification of Eagles Medium (supplemented with 4.5 g/L glucose and L-glutamine) and Ham’s F10 medium, supplemented with 10% fetal bovine serum, penicillin, streptomycin and non-essential amino acid. To induce oxidative stress-mediated DNA damage, *Ercc1*^−/−^ MEFs were switched to 20% oxygen for three passages. WT MEFs were induced to undergo senescence by treating them with hydrogen peroxide H_2_O_2_ (200 μM) or etoposide (2 μM) for 24 h, followed by 5 days in normal culture media.

Human IMR90 lung fibroblasts were obtained from American Type Culture Collection (ATCC) and cultured in EMEM medium with 10% FBS and pen/strep antibiotics. To induce senescence, cells were treated with 20 μM etoposide for 24 h, followed by five days in normal culture media.

Human umbilical vein endothelial cells (HUVECs) were obtained from ATCC and cultured using Endothelial Cell Growth Media plus supplement (without vascular endothelial growth factor (VEGF)) and 1% pen/strep antibiotics. The cells were experimentally treated at late passages 13 to 15.

HCA2-NHEJ DSB repair reporter cell lines are hTERT-immortalized normal human foreskin fibroblasts that contain a single copy of chromosomally integrated reporter cassettes. Detailed construction of reporter cell lines was previously described.^51,52^ SIRT6^+/+^ and SIRT6^−/−^ MEFs containing NHEJ reporter were constructed from embryos obtained from a cross between SIRT6^+/−^ heterozygous mice (Jackson Lab). MEF cells were extracted from embryos using standard assay and genotyped using PCR and Western blot. SIRT6^+/+^ or SIRT6^−/−^ MEFs were transfected with 0.5 μg of NHEJ construct linearized by NheI. Clones containing integrated reporter cassettes were selected for 10 days on 0.5 mg/ml G418. The resistant colonies were pooled for further analysis to obtain a variety of cells with different genomic integration sites. HCA2 and MEF cell lines were cultured at 37 °C in a 5% CO_2_, 3% O_2_ in EMEM media (Gibco) with 15% fetal bovine serum, 1% penicillin/streptomycin (Gibco) and 1×MEM nonessential amino acids (Gibco).

*Ercc1*^+/−^ and *Ercc1*^+/*Δ*^ mice from C57BL/6J and FVB/n backgrounds were crossed to generate *Ercc1*^−/*Δ*^ mice to prevent potential strain-specific pathology. Aged wild-type C57BL/6J:FVB/NJ mice were generated by crossing C57BL/6J and FVB/n inbred mice purchased from Jackson Laboratory. Mice were left to age for two years before being enrolled into the late life intervention study. Animal protocols used in this study were approved by the University of Minnesota Institutional Animal Care and Use Committees.

#### Senotherapeutic screening

Senescence was evaluated based on SA-β-gal activity using C_12_FDG staining assay. Specifically, senescent *Ercc1*^−/−^ MEFs were passaged for three times at 20% O_2_ to induce senescence then seeded at 3000 cells per well in black wall, clear bottom 96 well plates at least 16 hours prior to treatment. Following the addition of drugs, the MEFs were incubated for 48 hours at 20% O_2_. After removing the medium, cells were incubated in 100 nM Bafilomycin A1 in culture medium for 60 min to induce lysosomal alkalinization, followed by incubation with 20 μM fluorogenic substrate C_12_FDG (7188, Setareh Biotech, USA) for 2 h and counterstaining with 2 μg/ml Hoechst 33342 (H1399, Thermo Fisher Scientific, MA, USA) for 15 min. Subsequently, cells were washed with PBS and fixed in 2% paraformaldehyde for 15 min. Finally, cells were imaged with 6 fields per well using a high content fluorescent image acquisition and analysis platform Cytation 1 (BioTek, VT, USA).

#### Healthspan evaluation of *Ercc1*^−/*Δ*^ mice

Healthspan assessment of *Ercc1*^−/*Δ*^ mice was conducted twice per week to evaluate age-related symptoms, including body weight, tremor, forelimb grip strength, kyphosis, hindlimb paralysis, gait disorder, dystonia and ataxia. Kyphosis, body condition and coat condition were used to reflect general health conditions. Ataxia, dystonia, gait disorder and tremor were used as indicators of aging-related neurodegeneration. Muscle wasting was studied by monitoring hindlimb paralysis and forelimb grip strength. All aging symptoms were scored based on a scale of 0, 0.5 and 1, with the exception of dystonia that has a scale from 0 to 5. The sum of aging scores of each group was used to determine the overall aging conditions, with zero means no symptom presented.

#### RT-qPCR

Total RNA was extracted from cells or snap frozen tissues using Trizol reagent (Thermo Fisher, USA). cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, USA). Quantitative PCR reactions were performed with PowerUp^™^ SYBR^™^ Green Master Mix (ThermoFisher, USA). The experiments were performed according to the manufacturer’s instructions. Fold changes in expression were calculated using the ΔΔCT method. The Gapdh gene was used to normalize results. The primer sequences used are listed below.

**Table:** 

Gene name	Forward sequence	Reverse sequence
*p21^Cip1^*	TCGCTGTCTTGCACTCTGGTGT	CCAATCTGCGCTTGGAGTGATAG
*p16^Ink4a^*	TGTTGAGGCTAGAGAGGATCTTG	CGAATCTGCACCGTAGTTGAGC
*Tnfα*	GGTGCCTATGTCTCAGCCTCTT	GCCATAGAACTGATGAGAGGGAG
*Il6*	TACCACTTCACAAGTCGGAGGC	CTGCAAGTGCATCATCGTTGTTC
*Il1β*	TGGACCTTCCAGGATGAGGACA	GTTCATCTCGGAGCCTGTAGTG
*Mcp1*	GCTACAAGAGGATCACCAGCAG	GTCTGGACCCATTCCTTCTTGG
*Cxcl1*	TCCAGAGCTTGAAGGTGTTGCC	AACCAAGGGAGCTTCAGGGTCA
*Gapdh*	CATCACTGCCACCCAGAAGACTG	ATGCCAGTGAGCTTCCCGTTCAG

#### SIRT6 deacetylation assay

SIRT6 deacetylase activity was assessed using a fluorometric deacetylase assay kit (Sigma-Aldrich, EPI017) according to the manufacturer's instructions. Assays were conducted in a 96-well black flat-bottom plate, with and without fucoidan treatment. Fluorescence intensity (excitation/emission = 400/505 nm) was measured using a Varioskan^™^ LUX multimode microplate reader (Thermo Fisher Scientific, USA).

#### SIRT6 self-ribosylation assay

SIRT6 self-ribosylation activity was evaluated using a gel-based assay with fluorescein-labeled NAD^+^ (Fluorescein-NAD^+^, Trevigen, 6574). The reaction buffer contained 50 mM Tris-HCl (pH 7.5), 10 μM ZnCl_2_, 150 mM NaCl, and freshly supplemented with 0.5 mM DTT. GST-tagged recombinant human SIRT6 (BioVision, 7697-100) was used at 2 μg per reaction.

Reactions were assembled by preparing a master mix containing all components except the enzyme and Fluorescein-NAD^+^. SIRT6 was added to PCR tubes containing fucoidan or control, followed by addition of the master mix. After gentle mixing, samples were incubated at 37°C for 30 minutes. Fluorescein-NAD^+^ was then added to a final concentration of 25 μM, and the reactions were incubated for an additional 60 minutes at 37°C. Reactions were terminated by adding Laemmli SDS loading buffer supplemented with 10% 2-mercaptoethanol, followed by boiling at 95°C for 5 minutes. Proteins were resolved on 4-20% Tris-glycine SDS-PAGE gels, and fluorescence was imaged using an iBright FL1000 imaging system (Thermo Fisher Scientific) under the 555 nm channel (excitation: 475-490 nm; emission: 510-520 nm). A duplicate gel was stained with Coomassie Brilliant Blue G-250 to confirm equal protein loading.

#### siRNA transfection

Transfections were performed using Lipofectamine^™^ 3000 (Invitrogen) according to the manufacturer's protocol. Silencer^™^ Select Pre-Designed siRNA targeting SIRT6 (Thermo Fisher Scientific, Catalog #: 4392420, siRNA ID: s195228) and a Silencer^™^ Select Negative Control siRNA (Thermo Fisher Scientific, Catalog #: 4390843) were used. Human fibroblast cells containing the NHEJ-GFP reporter, SIRT6 knockout cells, or senescent MEFs were seeded in 96-well black flat-bottom plates at a density to reach 70-90% confluence at the time of transfection. Cells were transfected using Lipofectamine^™^ 3000 for 6 hours. Twenty-four hours post-transfection, cells were treated with or without fucoidan for 48 hours according to the experimental design.

#### RNA-Seq and enrichment analysis

After 12 hours of treatment, all RNA samples were extracted using Trizol reagent (Thermo Fisher, USA). Three independent biological replicates were analyzed per group. Samples were quantified using fluorimetry (RiboGreen assay) and RNA integrity was assessed using capillary electrophoresis. All samples had at least 500 ng mass and RNA Integrity Number (RIN) of at least 8. Library preparation was carried out using the Illumina TruSeq Stranded Total RNA Library Prep kit, followed by sequencing on the NovaSeq 6000 using 150 PE flow cell, with a sequencing depth of 20 million reads per sample. Quality control on raw sequence data for each sample was performed with FastQC (v0.12.1). Read mapping was performed via STAR (v2.7.11b) using the mouse genome (GRCm39.109) as reference. RSEM (v1.3.1) was used for gene quantification. Differentially expressed genes (DEGs) were quantified using the R package DESeq2 (v1.44.0).^53^ DEGs with adjusted p-values < 0.05 and log2FC > ∣1∣ were selected for downstream representation analysis. Gene Set Enrichment Analysis (GSEA) and GO enrichment analysis was performed using Clusterprofiler (v4.12.6).^54^ Further analysis and visualization were done using the gsea module from the GSEApy/Enrichr implementation and the seaborn visualization library (Spyder IDE standalone v6.0.5; Python 3.11.11 platform).

For interaction network construction, sets of gene identifiers for DEGs were used as node inputs in the STRING interaction database (https://string-db.org). Results were restricted to M. musculus and the submitted list of genes only. Molecular interaction modes (edges) with highest confidence score (>0.90) were generated and used to analyze highly significant (FDR<0.01) functional enrichment of GO and KEGG terms. Subsequently, nodes and edges were imported to CytoScape (v3.9.0) using the stringApp (v1.7.0) add-on. Subsequently, nodes were visualized using yFiles layout algorithm and clustered using clusterMaker2 (v2.0) MCL clustering with a granularity parameter of 2.5 for all networks.

### Statistical analysis

All data are shown as either mean ± SD or mean ± SEM, unless otherwise indicated. For comparison between two groups, unpaired, two-tailed Student’s t-tests were used. Analysis of variance (ANOVA), followed by a post hoc test for multiple comparisons (Dunnett’s), was used for comparison of groups of three or more. GraphPad Prism software was used for statistical analysis. A value of *p* < 0.05 was considered as statistically significant, shown as *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

## Figures and Tables

**Figure 1:**
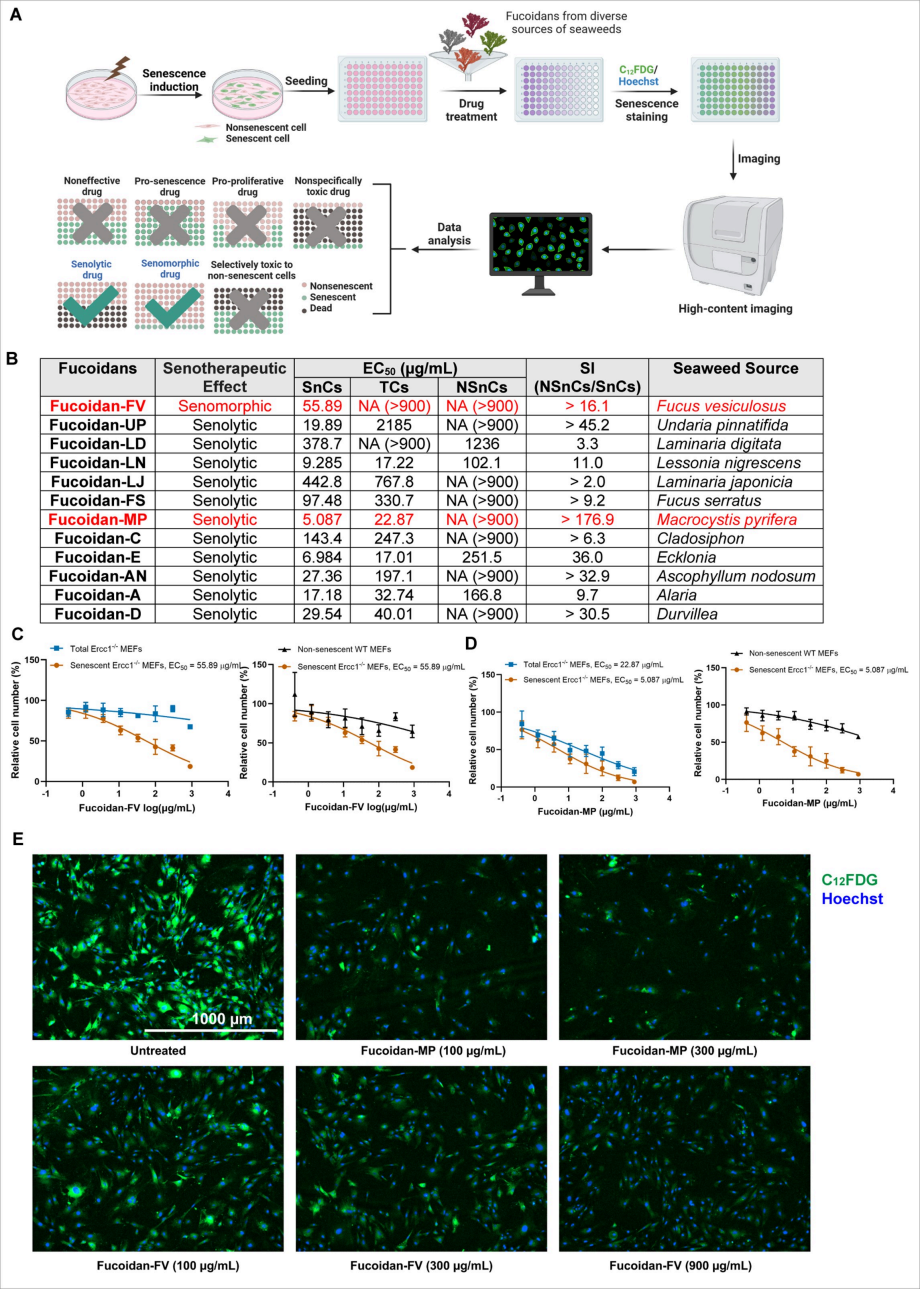
Identification of Fucoidans as a novel class of senotherapeutics through senescent cell-based phenotypic drug screening. (**A**) Focused library screening of different seaweed sources of Fucoidan in senescent *Ercc1*^−/Δ^ MEFs induced under oxidative stress. *Created in BioRender.com* (**B**) Summary of senescent cell screening of various Fucoidans in non-senescent WT MEF and senescent *Ercc1*^−/−^ MEF cells. Abbreviations: **SnCs**: C_12_FDG-positive senescent cells; **TCs**: Total *Ercc1*^−/−^ MEF cells; **NSnCs**: Non-senescent WT MEF cells; **SI**: Selectivity index. **EC_50_**: Concentration resulting in a 50% reduction in cell number compared to control. **NA**: EC_50_ values are not available due to inactivity. (**C**) Dose-response analysis of the senotherapeutic activities of Fucoidan-FV and Fucoidan-MP. Error bars represent SD for n = 3. (**D**) Representative images of the senotherapeutic effects of Fucoidan-FV and Fucoidan-MP on senescent *Ercc1*^−/−^ MEF cells. Images were captured using Cytation 1 at 4X magnification. Blue fluorescence indicates Hoechst 33324-stained nuclei and green fluorescence marks C_12_FDG-stained SA-β-gal positive senescent cells.

**Figure 2:**
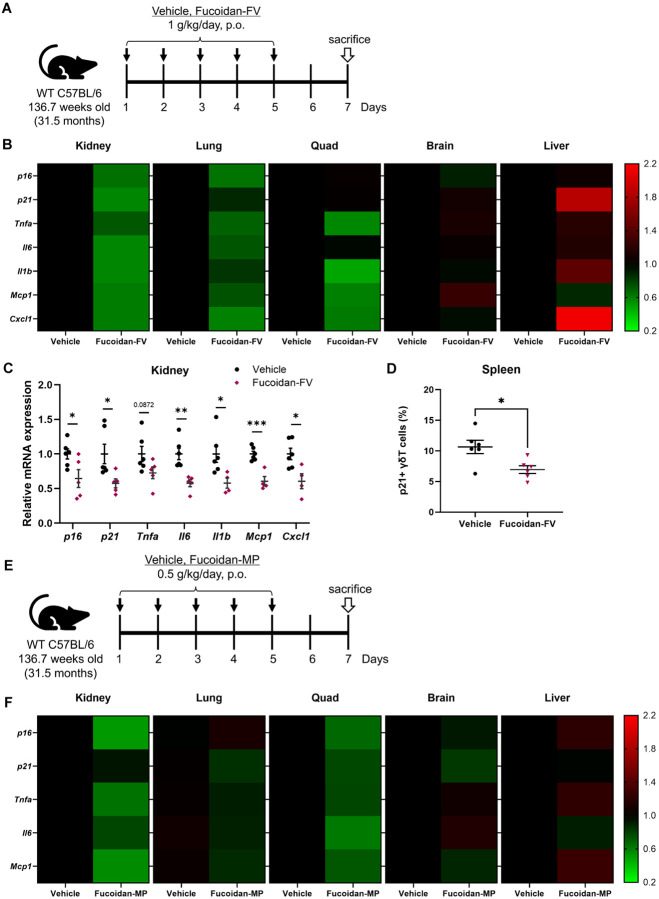
Evaluation of the senotherapeutic effects of Fucoidan-FV and Fucoidan-MP in naturally aged mice. (**A**) WT C57BL/6 mice aged 32 months old were treated with 1 g/kg of Fucoidan-FV by oral gavage for five consecutive days. Tissues were collected two days after the last dose for analysis. (**B**) Effects of Fucoidan-FV on reducing senescence across different tissues in aged WT C57BL/6 mice, especially in the (**C**) kidney. Error bars represent SEM for n = 6. (**D**) Fucoidan-FV reduced p21+ senescent γδ T cells in the spleen of the 32-month-old WT C57BL mice. Error bars represent SEM for n = 6. (**E**) WT C57BL/6 mice aged 32 months old were treated with 1 g/kg of Fucoidan-MP by oral gavage for five consecutive days. Tissues were collected two days after the last dose for analysis. (**F**) Effects of Fucoidan-MP on reducing senescence across different tissues in aged WT C57BL/6 mice.

**Figure 3:**
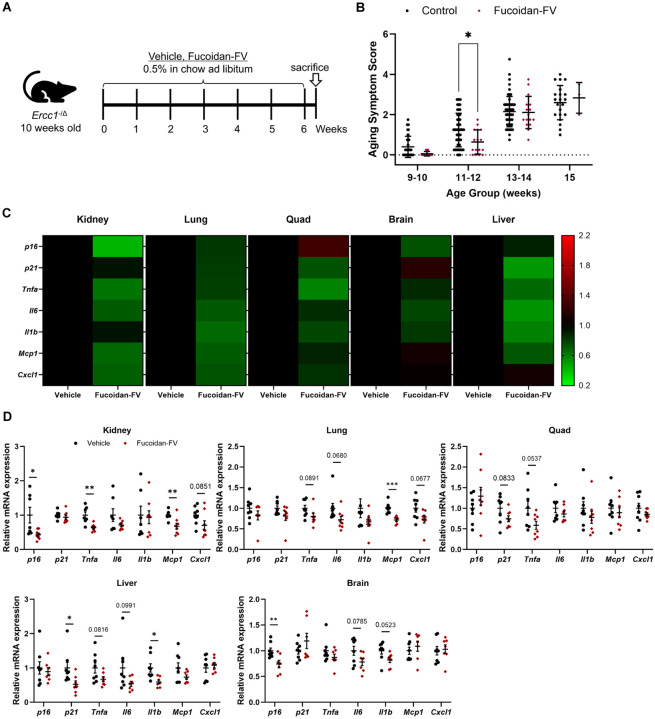
Evaluation of the senotherapeutic effects of Fucoidan-FV in accelerated aging mice. (**A**) *Ercc1*^−/Δ^ progeria mice at 10 weeks old were treated with 0.5% Fucoidan-FV in chow ad libitum for six consecutive weeks. Mice were sacrificed two days after the end of the treatment. (**B**) Fucoidan-FV treatment extended healthspan *Ercc1*^−/Δ^ progeria mice. Weekly health assessments were conducted to score age-related symptoms, including tremor, kyphosis, dystonia, ataxia, gait disorder, hindlimb paralysis, and forelimb grip strength. (**C**) Chronic Fucoidan-FV treatment reduced senescence in multiple tissues of *Ercc1*^−/Δ^ progeria mice, (**D**) including kidney, lung, quadriceps, liver, and brain. Error bars represent SEM for n = 8.

**Figure 4:**
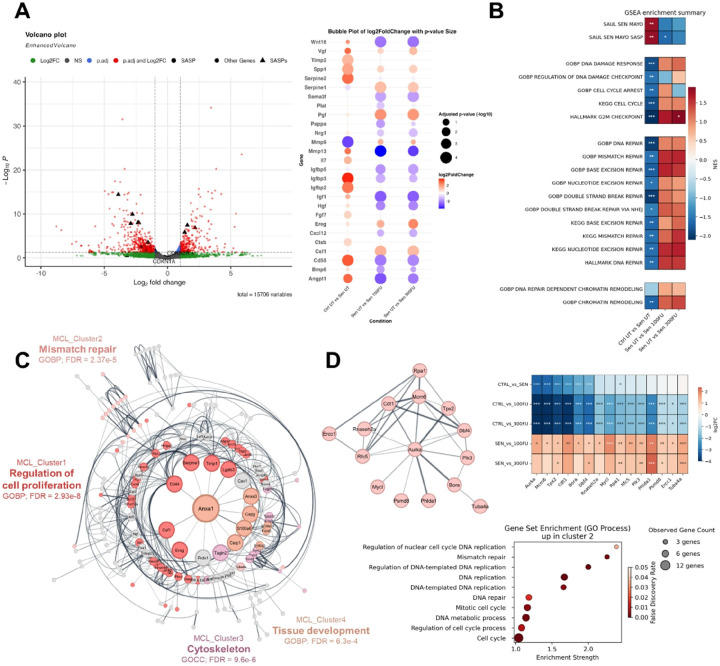
Bulk RNA-Seq analysis of transcriptomic changes in senescent MEFs treated with Fucoidan-FV. (**A**) Volcano Plot of DEGs between UT Senescent vs 100 μg/mL Fucoidan-FV treated MEFs (left). SASP genes are highlighted as enlarged black triangles, SASPS with significant changes are further elucidated in a bubble plot (right). (**B**) Normalized Gene set enrichment analysis (GSEA) scores for selected gene sets associated with senescence/SASPs, DNA damage response, and DNA repair processes in different treatment pairs. (**C**) Radial interaction network diagram of filtered upregulated DEGs in UT Sen vs 100 μg/mL Fucoidan-FV treated MEFs. Node size corresponds to degree centrality in network topology; edge width corresponds to undirected confidence of interaction between nodes. Top 4 MCL clusters are annotated with colored nodes and labeled with the highest enriched GO term. (**D**) Subnetwork of MCL cluster 2 gene interactions from panel C (left), expression changes of cluster 2 genes in different experimental group pairs (right), and enrichment of GO biological processes by cluster 2 genes (bottom).

**Figure 5:**
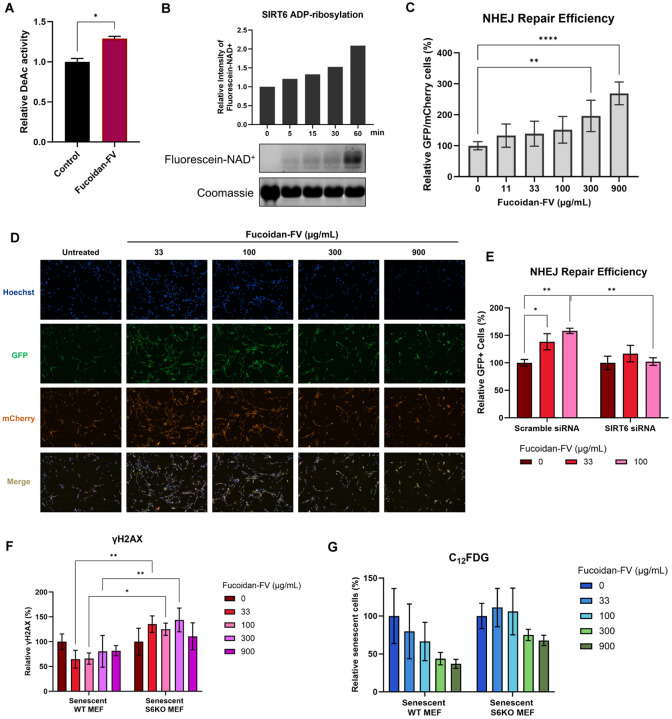
Fucoidan-FV induced senotherapeutic effects are mediated by SIRT6. (**A**) Fucoidan-FV (500 μg/mL) increases deacetylation activity of SIRT6. (**B**) Fucoidan-FV enhanced self-ribosylation of SIRT6 using fluorescein-labeled NAD+. Recombinant SIRT6 was incubated with NAD+ conjugated with a biotin residue and then run on an SDS-PAGE. (**C**) Fucoidan-FV enhances NHEJ-based DNA damage repair in a dose-response manner. Error bars represent SD for n = 3. (**D**) Representative images showing Fucoidan-FV increased the NHEJ repair efficiency in NHEJ-GFP reporter cells. Successful NHEJ repair and transfection efficiency were detected by GFP and mCherry signals, respectively. (**E**) NHEJ repair efficiency of Fucoidan-FV is partially dependent on SIRT6. MEF cells were transfected with control siRNA and SIRT6 siRNA. After siRNA transfection, cells were treated with Fucoidan-FV for 48 h. Error bars represent SD for n = 2. (**F**) The reduction of DNA damage by Fucoidan-FV is partially dependent on SIRT6 in MEF cells. Error bars represent SD for n = 2. (**G**) The senomorphic effect of Fucoidan-FV is partially dependent on SIRT6 in MEF cells. Error bars represent SD for n = 2. Data are expressed as mean ± SEM. *p < 0.05 compared with vehicle.

## Data Availability

Raw and processed RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) and are available under accession number GSE298234.

How the deposited data were processed for this re-analysis (not part of the article)

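RNA of MEFs was sequenced in 4 groups, each with mice 4, 5 and 6: control MEFs, untreated senescent MEFs (2 μM etoposide), and senescent MEFs treated for 12 h with 100 or 300 μg/mL Fucoidan-FV. Control mouse 5 has libraries 5(1) and 5(2), so there are 13 libraries of 3 mice per group. The other experiments of the paper are not analysed here.

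The authors aligned the reads to the mouse genome GRCm39 with STAR and made expected counts per gene with RSEM, without normalization, as deposited. RSEM's TPM values, which the authors deposited beside them in the same files, are normalized for gene length and library size by RSEM, and were not used for any test. A table of the expected counts of all libraries was also deposited by the authors, and the largest difference between it and the values of the single libraries was 0. Each library lists 57010 genes, of which 56310 were matched to the reference annotation. The strand setting of the counting is not named in the paper's text.

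Expected counts were rounded to whole numbers, and libraries 5(1) and 5(2) were summed, so that every group has 3 mice. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 15034 genes. Differences were tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test with TMM factors, 1 fit over the 4 groups, and Benjamini-Hochberg adjustment over the genes tested in each of 6 comparisons. DEGs have an adjusted p under 0.05 and an absolute log2 fold change over 1, as in the Methods. The labels give each sample the number of a mouse, and samples of 1 number were taken as paired on these labels. Xist was counted in mouse 4 and Y-linked genes in mice 5 and 6, in all groups, which cannot tell mice 5 and 6 apart. The deviations of samples with the same number from their group means had a median correlation of −0.005 over 18 pairs (−0.2 to 0.43), with 8 pairs over 0.1, so they do not show the pairing. They cannot exclude it either, since the differences between libraries in unique sequence also enter these deviations. The design without this pairing and the alternatives with the mouse as a block were both set, with the tests, the gene lists, the rule for naming genes and the alternatives not listed as later, before the data were examined.

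Gene sets were tested with camera of limma 3.58.1 (inter-gene correlation 0.01, voom weights), adjusted over 20 sets per comparison. Under DESeq2 they were tested with limma's cameraPR on its test statistics, at the same inter-gene correlation. The sets were SenMayo, G2/M phase, S phase, p53 targets, interferon response, macrophage and skeletal muscle lists, and Reactome sets for the mitotic cell cycle, G2/M checkpoints, DNA repair and its pathways, chromatin organization, extracellular matrix organization and Wnt signaling. The SenMayo, phase, p53, interferon, macrophage, skeletal muscle and written repair lists were written out from general knowledge and not compared with a published list. The genes named are those that the paper names or labels in Fig. 4A and 4D for this RNA-Seq and its SASP markers (60 genes, of which 58 were tested). To these were added, for senescent against control MEFs and for each dose against senescent MEFs, the 3 DEGs with the largest increase and the 3 with the largest decrease, among those with the same direction in 3 of 3 mice and a mean of at least 1 CPM in the higher group.

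The share of senescence DEGs that moved back and the correlation between the doses were set beside 20 simulated datasets with the same senescent libraries and no treatment effect. Their counts start from group means, so shifts of single libraries are left out. The test was checked on simulated counts with known changes. With 3 mice against 3, the values of 10% of genes do not overlap by chance, and a permutation test cannot give a p under 0.1. Folds against a group without a count use a floor of 3 counts, and intervals and floors cover counting error alone. Totals of 22782505 to 31278741 counts per library set the precision.

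The alternatives were DESeq2 1.42.0, RLE factors, no filter beyond 1 count in total, at least 10 counts in every sample, a fit of only the 2 groups compared, the libraries of control mouse 5 as separate samples or either of them alone, the mouse as a block, each mouse left out in turn, the authors' table of all libraries, and the adjusted p alone as the threshold. For the SenMayo, DNA repair and G2/M phase sets they were limma's fry, camera with an estimated correlation, fgsea 1.28.0, a written DNA repair list, and the Reactome DNA repair set without its cell cycle members. For the share moving back they were designs in which the comparisons share no senescent library, and for genes exclusive to SnCs another reading. Chosen later, after the data were seen, were offsets per gene and library for unique sequence, gene length and GC content, with and without the mouse as a block, DESeq2 and the block for the overlap of the doses, and the alternatives for the interferon response set and the other sets. In the tests of single genes the offsets enter the fit once. In camera they were subtracted a second time from values already scaled by them, and voom weights were not used.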

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

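In this part, the tests of a single mouse, of the offsets and of macrophages were chosen only after the result was seen, and the tests of depth and of other splits before it.

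A list of 25 interferon response genes, none of which the paper names and 0 of which are in the SenMayo list, was higher in untreated senescent than in control MEFs. Of these, 18 were tested and all 18 were higher, with a median log2 fold change of 2.62 (1.88, 1.17 and 3.66 in mice 4, 5 and 6; adjusted p = 1.72e-05 from camera). In the test of each gene, 4 had an adjusted p under 0.05: Irf7 (log2 fold change 2.19, SE 0.56, adjusted p = 0.022), Rtp4 (3.35, SE 1.01, adjusted p = 0.0472), Xaf1 (3.54, SE 0.91, adjusted p = 0.0226) and Ifit3 (3.45, SE 0.82, adjusted p = 0.0153). These 4 are named after their values were seen. Control MEFs had a mean over 1 CPM for 7 of the 18 genes. With Fucoidan-FV against untreated senescent MEFs the median of the list was −0.11 at 100 μg/mL (9 higher, 9 lower; adjusted p = 0.772) and −0.38 at 300 μg/mL (6 higher, 12 lower; adjusted p = 0.311). The paper does not report these genes.

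A single mouse as the whole source is argued against, since the highest adjusted p over the 6 fits that each left out 1 mouse was 0.00246. With offsets for unique sequence, gene length and GC content and the mouse as a block the adjusted p was 2e-07, and with every mouse thinned to the lowest depth it was 2.84e-05, which argues against these features and against depth as the whole cause. When camera estimated the correlation between genes, the adjusted p was 0.068 (2e-07 to 0.068 over the alternatives). Of the 10 splits of the 6 mice, 1, the real one, gave a result as large, and of the 4 that part all 3 pairs of samples with the same number also 1, but 10 splits cannot give a share under 0.1. Macrophages among the cells stay open: a list of 19 macrophage genes, of which 14 were tested and 2 had a mean over 1 CPM in control MEFs, had a median log2 fold change of 1.76 (12 higher, 2 lower; 0, 0.43 and 3.08 in mice 4, 5 and 6) with an adjusted p of 0.114. DESeq2 called the list higher (adjusted p = 0.0266, and 0.0266 to 0.596 over the alternatives), and its highest gene, Csf1r, had a mean of 5.23 CPM in senescent MEFs. A response of the MEFs to etoposide may account for the interferon genes and stays open, as does this other source. At 100 and 300 μg/mL against untreated senescent MEFs the macrophage list had adjusted p of 0.436 and 0.806. A list of 11 tested skeletal muscle genes had a median of −0.39 in senescent against control MEFs (4 higher, 7 lower; adjusted p = 0.92), and adjusted p of 0.905 and 0.441 at the doses.

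Library 5(1) of control mouse 5 had a total of 30522680 counts, far from the 23764382 to 24493803 of the other 3 control libraries: the gap to the nearest, divided by the range of the 4 libraries, was 0.9, over Dixon's 95% critical value for 4 libraries. Of 4 measures tested over the control libraries this was the one past that value (the others gave 0.14, 0.32 and 0.44), and chance gives about 1 such group in 20 for each measure, so more often over the 4 measures together. With control mouse 5 given by library 5(2) alone, there were 1092 DEGs of senescent against control MEFs in place of 1266. By their labels both libraries are of 1 mouse under 1 condition, so no biological explanation was tested.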

How the results depend on the processing

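The offsets for unique sequence, gene length and GC content, with or without the mouse as a block, DESeq2 and the block for the overlap of the doses, and the alternatives for the interferon response set and the repair pathway, extracellular matrix and Wnt sets were tests chosen only after the results were seen. Of the named genes and of the SenMayo, DNA repair, G2/M phase and interferon response sets, none that passed its threshold, in the reported fit or under an alternative, had the opposite direction in the other. The balance of higher and lower DEGs did change sides, and so did the direction of some results that did not pass. The cause of a change was not tested, apart from the fits that leave out a mouse or keep only 2 groups, which have fewer samples.

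The number of DEGs of senescent against control MEFs stayed within 1.5 times 1266, except with only the 2 groups compared (699), with a range of 699 to 1826 over the alternatives and of 911 to 1456 across the 6 fits that each left out 1 mouse. In the fit of 2 groups 249 DEGs were higher and 450 lower, a share of 35.6% higher where the fit of 4 groups gave 53.1%. For 100 μg/mL Fucoidan-FV against senescent MEFs (405 DEGs) the number was 835 with DESeq2, 800 with no filter beyond 1 count, 168 with only the 2 groups compared, and 136 to 365 across the fits that left out 1 mouse. Of these fits, 5 moved the number by more than 1.5 times: 136, 157 and 221 DEGs without treated mouse 4, 5 or 6, and 209 and 189 without senescent mouse 5 or 6. For 300 μg/mL (246 DEGs) it was 641 with DESeq2, 580 with no filter, 101 with only the 2 groups, 470 with the offsets, 506 with the offsets and the block, and 46 to 220 across the fits that left out 1 mouse, with 159, 120 and 46 without treated mouse 4, 5 or 6 and 147 without senescent mouse 6. Against control MEFs the numbers were within 1.5 times under every alternative, at 2262 to 4006 for 100 μg/mL and 2112 to 3675 for 300 μg/mL (2262 to 2700 and 2182 to 2656 with 1 mouse left out). Between the doses (1 DEG) the number was 2 with no filter, 0 with at least 10 counts in every sample, with only the 2 groups, with library 5(2) alone, with the block, and with the offsets and the block, and 0 in all 6 fits that left out 1 mouse; at an unadjusted p under 0.05 there were 94 genes in the fit of all mice.

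DESeq2 called 1260 of the 1266 DEGs of senescent against control MEFs, 352 of the 405 at 100 μg/mL and 241 of the 246 at 300 μg/mL, and the block 1088, 295 and 186. At 100 μg/mL most DEGs were lower, with a share of 40.7% higher, and most were higher with DESeq2 (63.2%), RLE factors (54.2%), no filter (66.8%), at least 10 counts in every sample (53.6%), only the 2 groups (55.4%), the offsets (58.4%), the offsets and the block (57.1%), and without senescent mouse 4 (52.6%) or 6 (54%). The share at 300 μg/mL, 45.9%, was 56.2% with DESeq2, 56.6% with no filter, 50.9% with at least 10 counts, 55.4% with only the 2 groups, 56% with the offsets, 55.1% with the offsets and the block, and 50.6% and 51% without senescent mouse 5 or 6. In senescent against control MEFs, where the share was 53.1%, it was also 48.6% with at least 10 counts, and 45.9% without control mouse 4 and 48.5% without senescent mouse 5. The change in log2 fold change from TMM factors, gene by gene, had a median over all genes of 0.09 with DESeq2 and with RLE factors at 100 μg/mL against senescent MEFs, and of −0.11 with the offsets between the doses.

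The SenMayo set in senescent against control MEFs had an adjusted p of 0.068 with an estimated correlation (2.09e-05 to 0.068; 0.00133 to 0.0199 with 1 mouse left out). At 100 μg/mL fgsea gave 0.0238, with the set higher (0.0238 to 0.837; 0.19 to 0.465 with 1 mouse left out), and at 300 μg/mL no alternative changed the call (0.126 to 0.897; 0.294 to 0.76). The DNA repair set kept its call in senescent against control MEFs (2.29e-18 to 0.013; 6.82e-11 to 4.71e-08). At 100 μg/mL it was called lower with DESeq2 (0.018), no filter (0.0306) and fgsea (0.0205), out of a range of 0.018 to 0.999, and with 1 mouse left out gave 0.0366 (without treated mouse 6) to 0.309. At 300 μg/mL it was called lower with DESeq2 (0.0118) and fgsea (0.00365), out of 0.00365 to 0.619 (0.102 to 0.289 with 1 mouse left out). Short of the threshold, the DNA repair set had a median of 0.02 at 100 μg/mL without senescent mouse 6 in place of −0.17, mismatch repair one of 0.02 at 100 μg/mL with the offsets in place of −0.16, and the SenMayo set at 300 μg/mL was lower by its test with at least 10 counts (adjusted p = 0.897), where its median was 0.05. The SASP genes of Fig. 4A had 5 DEGs that rose and 3 that fell at 300 μg/mL, but 1 and 3 with the libraries of control mouse 5 separate or with library 5(1) alone. The numbers were 2 and 3 without senescent mouse 5 or 6 or treated mouse 5, and 0 and 1 without treated mouse 6. They were 10 and 4 with DESeq2 or no filter, and 8 and 3 with the offsets. At 100 μg/mL, also 5 and 3, they were 10 and 3 with DESeq2 or no filter, and 8 and 4 with the offsets. At that dose they were 3 and 3 without senescent mouse 5 or treated mouse 4 or with at least 10 counts, and 4 and 4 without treated mouse 6.

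The G2/M phase set kept its call in senescent against control MEFs (6.24e-116 to 0.00255; 6.1e-46 to 2.3e-31). At 100 μg/mL it was called lower with DESeq2 (0.000648), RLE factors (0.0382), no filter (0.00484), at least 10 counts (0.0499), only the 2 groups (0.0263), the offsets (0.0219), the offsets and the block (0.0118) and fgsea (0.00303), out of 0.000648 to 0.633 (0.0135 to 0.22 with 1 mouse left out). At 300 μg/mL it lost its call with fry (0.236) and an estimated correlation (0.562), out of 2.22e-06 to 0.562, and with 1 mouse left out gave 0.00118 to 0.0652, the highest without treated mouse 5. Nucleotide excision repair lost its call at both doses with the offsets (0.96 and 0.379), the offsets and the block (0.938 and 0.367), fry (0.0871 and 0.195) and an estimated correlation (0.528 and 0.562). The interferon response set lost its call with an estimated correlation (0.068) and kept it with 1 mouse left out (5.56e-06 to 0.00246).

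The share of senescence DEGs that moved back at 100 μg/mL (38.4%) was 42.1% with DESeq2, 33.5% with the offsets, 34.6% with the offsets and the block, 29.1% with the senescence comparison from mouse 4 alone and the treatment comparison from the other mice, 42.3% with mouse 6 in that place, and 36.6% to 45.7% with 1 mouse left out, the highest without mouse 6. The DEGs exclusive to SnCs numbered 325 in the other reading and 203 with DESeq2, in place of 75. The DEGs shared by both doses numbered 488 with DESeq2, 390 with the offsets and 427 with the offsets and the block, in place of 217.

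Of 75 named gene results per comparison, 1318 alternative values in senescent against control MEFs held 43 lost and 8 gained calls, 1322 at 100 μg/mL against senescent MEFs 138 lost and 43 gained, and 1319 at 300 μg/mL against senescent MEFs 107 lost and 62 gained. Against control MEFs 1324 values at 100 μg/mL held 71 lost and 25 gained calls, and 1321 values at 300 μg/mL 38 lost and 28 gained. With the mouse as a block 2, 7, 4, 3 and 0 named gene results of these 5 comparisons lost their calls and 0 gained one. Apart from those given beside the results, these were Vgf in senescent against control MEFs (adjusted p = 0.0424 without and 0.0566 with the block), Cd55 (0.0332 and 0.0544) and Dbf4 (0.0307 and 0.0612) at 300 μg/mL against senescent MEFs, and Cxcl5 (0.0357 and 0.068), Kif24 (0.0447 and 0.0789) and Vmn2r79 (0.0183 and 0.0519) at 100 μg/mL against control MEFs. The block changed no other call of a named gene, and of the 20 sets in each of the comparisons of senescent against control MEFs and of each dose against senescent MEFs it changed 0.

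With every mouse thinned to the lowest depth, 22782505 counts, there were 1255, 402 and 262 DEGs in those 3 comparisons, of which 1189, 382 and 242 were DEGs at full depth. In the simulated counts 72.5% of the changed genes at 100 μg/mL were called, so a gene that is not a DEG is not shown to be unchanged. That share covers changes well above the fold change threshold in genes that are not of low level, and smaller changes were not simulated.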

Differences from the paper's values

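Of the tests in this part, fgsea for the Wnt sets and the offsets for mismatch repair were chosen only after the result was seen, and the other alternatives named were set before the data were examined.

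Fig. 4D, read by eye, gives log2 fold changes of the cluster genes, and its values for control cells against senescent cells and for senescent cells against both doses differed from those of the deposited counts by at most 0.17 if the rows of senescent cells and a dose are read as untreated over treated cells, a scale that the paper does not state. Read as treated over untreated cells, these rows have the opposite sign to the counts for 15 of 15 genes at both doses. For 300 μg/mL against control, Tpx2 differed, with the paper's value about −3.6 in Fig. 4D and −3.79 from the counts; 1 of 16 alternatives, library 5(2) alone, closed the gap, and the others gave values down to −3.9.

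For 100 μg/mL against control, 6 of 12 genes differed. For Rnaseh2a the paper's value is about −1.6 in Fig. 4D and −2.06 was computed, and for Mycl the paper's is about −2.1 in Fig. 4D and −2.77 was computed; 0 of 16 alternatives closed either gap (−2.23 to −1.84 and −2.86 to −2.58). For Bora, about −2.7 in Fig. 4D by the paper and −3.42 here, 9 of 16 alternatives closed the gap (DESeq2, RLE factors, at least 10 counts in every sample, only the 2 groups compared, the libraries of control mouse 5 as separate samples, library 5(2) alone, and without control mouse 4, control mouse 6 or treated mouse 6) and 7 did not. For Rfc5, about −1.7 in Fig. 4D by the paper and −2.12 here, 10 of 16 closed it (DESeq2, RLE factors, at least 10 counts, only the 2 groups, library 5(2) alone, and without control mouse 4, 5 or 6 or treated mouse 4 or 5). For Psmd8, about −1 in Fig. 4D by the paper and −1.21 here, 2 of 16 closed it (without control mouse 5 or 6). For Tuba4a, about −1.3 in Fig. 4D by the paper and −1.55 here, 7 of 16 closed it (RLE factors, at least 10 counts, only the 2 groups, separate libraries of control mouse 5, library 5(2) alone, and without control mouse 4 or 6).

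The paper states that Fucoidan-FV lowered a variety of SASP factors. Of those labelled in Fig. 4A, 3 fell and 5 rose as DEGs at both doses. Of the 27 SASP genes labelled in Fig. 4A, 16 were higher and 11 lower at 100 μg/mL than in untreated senescent MEFs, and 15 higher and 12 lower at 300 μg/mL. DESeq2, which the Methods name, called 10 higher and 3 lower at 100 μg/mL, and 10 higher and 4 lower at 300 μg/mL. At 100 μg/mL as many rose as fell without senescent mouse 5 or treated mouse 4 (3 rose, 3 fell in each). The same held without treated mouse 6 (4 rose, 4 fell) and with at least 10 counts in every sample (3 rose, 3 fell). The paper states a negative enrichment of SenMayo with treatment, and the median log2 fold change of the list was 0.18 at 100 μg/mL and 0.19 at 300 μg/mL. It states a positive enrichment of cell cycle and G2/M sets, and the G2/M phase set had medians of −0.4 and −0.64.

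DNA repair sets are stated to increase with treatment, and the Reactome DNA repair set had medians of −0.17 and −0.08. The network of genes stated to be downregulated had 6 of 6 named genes higher at both doses, and in that of genes stated to be upregulated Anxa1, Anxa3, Cd44, Csrp1 and Timp1 were lower at both doses. Matrix remodeling and Wnt signaling are processes that the paper gives for the downregulated network. The extracellular matrix organization set had medians of 0.24 and 0.19, and the set for signaling by Wnt −0.14 and −0.13, which did not pass in camera (adjusted p = 0.138 and 0.311) and passed as lower with fgsea (0.00362 and 0.0243), as did the set for TCF dependent signaling (0.0122 and 0.0175). The cluster genes stated to be upregulated were lower for 15 of 15 genes at both doses in every setting run. The paper states a partial reversal of the processes of these genes. Untreated senescent MEFs had 14 of the 15 lower than control MEFs, and all 15 were lower again with either dose. No setting run put the SenMayo, G2/M phase or DNA repair set past the threshold in the direction the paper states. For the SASP genes at 300 μg/mL, DEGs that fell outnumbered those that rose with the libraries of control mouse 5 as separate samples (1 rose, 3 fell), with library 5(1) alone (1 rose, 3 fell) and without treated mouse 6 (0 rose, 1 fell), and without senescent mouse 5 or 6 (2 rose, 3 fell in each) or treated mouse 5 (2 rose, 3 fell). With at least 10 counts in every sample 10 of 20 SASP genes were higher and 10 lower at that dose. Without senescent mouse 6 the DNA repair set had a median of 0.02 at 100 μg/mL (adjusted p = 0.309, direction of the test lower). Sets of single repair pathways with a positive median in the reported fit, none past the threshold, were double-strand break repair at both doses (0.1 and 0.06), homologous recombination repair at 100 μg/mL (0.09) and nonhomologous end-joining at both doses (0.3 and 0.11, and 0.16 and 0.09 for the written list), and with the offsets mismatch repair at 100 μg/mL (0.02). Chromatin organization had a median of 0.05 at 300 μg/mL.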

Other observations

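In this part the tests of depth, of other splits of the mice and of the share that moved back against simulated data were set earlier, and the other tests were chosen only after the result was seen.

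The libraries of control mouse 5 differed in genes whose sequence occurs in a single transcript, with a median log2 difference of 2.36 between library 5(2) and library 5(1) over 603 genes with more than 95% such sequence. If the labels hold, both libraries are of 1 mouse and 1 condition, and animals or conditions cannot give this difference. That they are of 1 mouse was taken from the labels. By chi-square per gene, library 5(1) lay nearer to control mouse 6 (61.3) than to library 5(2) (159), and 5(2) nearer to control mouse 4 (58.2). Gene length or GC content as the cause is argued against, since the median was 2.54 after their trends were taken out, and so is a removal of duplicate reads in 1 library, since the difference had a Spearman correlation of −0.07 with mean expression. Fewer kept reads that match 1 transcript only in library 5(1) is a candidate explanation: genes with 1 transcript whose sequence recurs elsewhere had a median of −0.22. No biological explanation was tested.

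In untreated senescent mouse 6, gene length went with the values: over 10137 genes, which are not independent replicates, the difference from the mean of all libraries had a correlation of −0.57 with gene length and of 0.39 with GC content. The mouse itself is argued against, if the number marks 1 mouse in all groups as the labels state, since the lowest correlation with gene length among its 3 other libraries was 0.02. No other explanation was tested.

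For the DEGs of 100 μg/mL Fucoidan-FV against senescent MEFs, 298 of 405 were also called with the offsets for unique sequence, gene length and GC content, and 382 with every mouse thinned to the lowest depth. For 300 μg/mL these were 209 and 242 of 246. This argues against these features and depth as the whole cause of the DEGs.

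Fig. 4D gives the cluster genes the opposite direction to that of the counts if its rows for senescent cells and a dose are read as treated over untreated. An exchange of the labels of untreated and 100 μg/mL samples between the deposit and the figure is argued against: for 15 of 15 genes the figure's value of senescent against control cells lay nearer to the samples deposited as untreated. A candidate explanation is that these rows give untreated over treated cells. At 300 μg/mL this was checked within the figure, from its own rows of senescent and treated cells against control. Their difference had the sign opposite to the row of senescent cells and 300 μg/mL for 12 of 12 genes. This goes with the explanation for that row, and the row of 100 μg/mL was not checked in this way. An exchange of samples before sequencing would change the figure and the deposited counts alike, so it was not weighed for this pattern. The rows of both doses against control look the same in the figure, and for 10 of 12 genes the value in the row of 100 μg/mL lay nearer to the samples deposited as 300 μg/mL. Both rows may hold the values of 300 μg/mL.

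The share of senescence DEGs that moved back at 100 μg/mL, 38.4%, was under the 62.8% to 66.2% of the simulated data. These data leave out shifts of single libraries, and splits of the real samples, the real one included, gave 37.2% to 72.5%. Unique sequence, gene length and GC content are argued against as the whole cause, since the share with offsets and the mouse as a block was 34.6%. The median absolute log2 fold change of all genes against control MEFs was 0.48 in untreated senescent MEFs, 0.69 at 100 μg/mL and 0.65 at 300 μg/mL. A change by Fucoidan-FV in the direction of senescence may account for this and stays open as a hypothesis.

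Other splits of the 6 mice of each comparison were fitted in the same way, 10 splits each, of which 4 part all 3 pairs of samples with the same number and the other 6 keep some pairs together. As 10 splits cannot give a share under 0.1, these counts alone exclude chance for none of the results, and the tests given beside each result bear on it separately. For the number of DEGs in all 6 comparisons 1 of the 10 splits, the real one, gave as many, as it did for the DEGs exclusive to SnCs and for the overlap of the doses. The SenMayo set had 1 split with an adjusted p as small in senescent against control MEFs, 1 at 100 μg/mL and 2 at 300 μg/mL. The DNA repair set had 1, 3 and 2, and the G2/M phase set 1, 3 and 2. The share of senescence DEGs that moved back was as low in 2 of 10. Among the 4 splits that part all pairs, the numbers were 2 for the SenMayo set at 300 μg/mL, 2 for the share that moved back, and 1 for each of the others.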
